# The impact of selective HDAC inhibitors on the transcriptome of early mouse embryos

**DOI:** 10.1186/s12864-024-10029-3

**Published:** 2024-02-05

**Authors:** Ruiqi Shao, Takayoshi Suzuki, Mikita Suyama, Yuichi Tsukada

**Keywords:** HDAC inhibitor, MGCD0103, T247, Zygotic gene activation, Early embryos, Epigenetic reprogramming, Transcriptome

## Abstract

**Background:**

Histone acetylation, which is regulated by histone acetyltransferases (HATs) and histone deacetylases (HDACs), plays a crucial role in the control of gene expression. HDAC inhibitors (HDACi) have shown potential in cancer therapy; however, the specific roles of HDACs in early embryos remain unclear. Moreover, although some pan-HDACi have been used to maintain cellular undifferentiated states in early embryos, the specific mechanisms underlying their effects remain unknown. Thus, there remains a significant knowledge gap regarding the application of selective HDACi in early embryos.

**Results:**

To address this gap, we treated early embryos with two selective HDACi (MGCD0103 and T247). Subsequently, we collected and analyzed their transcriptome data at different developmental stages. Our findings unveiled a significant effect of HDACi treatment during the crucial 2-cell stage of zygotes, leading to a delay in embryonic development after T247 and an arrest at 2-cell stage after MGCD0103 administration. Furthermore, we elucidated the regulatory targets underlying this arrested embryonic development, which pinpointed the G2/M phase as the potential period of embryonic development arrest caused by MGCD0103. Moreover, our investigation provided a comprehensive profile of the biological processes that are affected by HDACi, with their main effects being predominantly localized in four aspects of zygotic gene activation (ZGA): RNA splicing, cell cycle regulation, autophagy, and transcription factor regulation. By exploring the transcriptional regulation and epigenetic features of the genes affected by HDACi, we made inferences regarding the potential main pathways via which HDACs affect gene expression in early embryos. Notably, Hdac7 exhibited a distinct response, highlighting its potential as a key player in early embryonic development.

**Conclusions:**

Our study conducted a comprehensive analysis of the effects of HDACi on early embryonic development at the transcriptional level. The results demonstrated that HDACi significantly affected ZGA in embryos, elucidated the distinct actions of various selective HDACi, and identified specific biological pathways and mechanisms via which these inhibitors modulated early embryonic development.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-024-10029-3.

## Background

Histone acetylation refers to the addition of an acetyl group to the ε-amino group of lysine residues located at the N-terminal tail of histones [1]. Histone acetylation is a dynamically balanced state that is regulated by the counteracting actions of histone acetyltransferases (HATs) and histone deacetylases (HDACs) [2] and contributes to the precise control of gene expression in various biological processes. In mammals, zinc-dependent classical HDACs can be categorized into three classes based on their homology to yeast counterparts: Class I (HDAC1, 2, 3, and 8), Class II (HDAC4–7 and 9–10), and Class IV (HDAC11) [3–5]. Despite being abbreviated from “histone deacetylases,” it is worth noting that HDACs (more accurately termed “lysine deacetylases”) also exhibit deacetylase activity toward non-histone proteins [6]. Specifically, only HDAC1, 2, 3, and 6 have been demonstrated to possess lysine deacetylase activity in vitro [7, 8]. Conversely, HDAC8 and HDAC11 exhibit deacylase activity toward fatty acids in vitro [9, 10]. However, the true substrates and functions of other Class II HDACs remain unclear [11].

HDAC inhibitors (HDACi) pertain to natural or synthetic small molecules that can inhibit the activity of HDACs. In disease-related applications, HDACi suppress the proliferation of multiple cancer cells or impede the transition of tumor cells toward a malignant phenotype [12]. As promising epigenetic drugs, research on the development of HDACi has been expanding, with over 30 compounds currently used in experimental studies and five approved by the FDA for clinical cancer therapy [13]. Based on their primary targeting chemical functional groups, HDACi can broadly target all types of HDACs (pan-HDACi) or specifically target a particular class or type of HDACs (selective HDACi) [4, 12, 13]. The investigations related to HDACi have greatly contributed to our understanding of the involvement of various HDACs in transcriptional activation, metabolism, DNA damage, cell cycle regulation, autophagy, angiogenesis, and other related mechanisms in the context of cancer or immune-related cells [5].

The application of HDACi in early embryos initially focused on the maintenance or restoration of cellular pluripotency and totipotency. Several studies have indicated that low doses of HDACi support the self-renewal of human and mouse embryonic stem cells and revert mouse embryonic bodies to an undifferentiated state [14, 15]. In turn, treatment with HDACi after somatic cell nuclear transfer in cloned embryos significantly improves full-term development [16, 17]. In another study, HDACi was identified as a component of a culture medium that was essential for directing induced pluripotent stem cells toward a more totipotent state, known as 8-cell-like cells [18]. The essence of this cellular conversion from a differentiated/pluripotent state to a pluripotent/totipotent state is highly likely triggered by the reprogramming of acetylation patterns induced by HDACi. Mammalian pre-implantation embryos undergo maternal-to-zygotic transition (MZT), thus acquiring totipotency and subsequently experiencing a gradual loss of this characteristic; this is accompanied by extensive remodeling of the epigenetic landscape, including histone modifications [19–21]. The methylation of histones has been extensively studied; however, recent research has shed light on the dynamic changes in acetylation of histones after fertilization, which highlights its crucial role in the regulation of zygotic gene activation (ZGA) during MZT [22]. Pan-HDACi, such as TSA or SAHA, have been used to induce the hyperacetylation of histones in studies of early embryos [22–25]. Nevertheless, the use of selective HDACi has been scarcely explored.

Therefore, we conducted a comprehensive investigation of two selective HDACi, namely MGCD0103 targeting mainly Class I HDACs (HDAC 1, 2, 3) [26] and T247 (targeting HDAC3 exclusively) [27], to examine their effects on the transcriptome of early embryos. This study provides possibilities for the application of selective HDACi in early embryos, thereby deepening our understanding of the distinct role of Class I HDACs in the epigenetic reprogramming of early embryos and expanding the potential applications of HDACi in reproductive medicine.

## Results

### Global analysis of the effects of HDACi treatment on early embryos

To explore the effects and underlying mechanisms of Class I HDACs on early embryonic development at the transcriptome level, we designed an experiment in which, after in vitro fertilization, normal embryos were treated in two culture media containing an HDACi: i.e., the T247 and MGCD0103 inhibitors, respectively. 

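Untreated embryos and embryos exposed to 10 µM T247 or MGCD0103 for 6 h, from 4 h post-insemination, were measured on 24 arrays. The 8 conditions were control, T247 and MGCD0103 at the 1-cell and 2-cell stages and control and T247 at the 4-cell stage. Each condition had 3 arrays, and the RNA on each array came from 100 embryos. The collection times were 12, 24 and 48 h post-insemination. A further 15 arrays, 3 for each stage, held untreated GV and MII oocytes, 8-cell embryos, morulae and blastocysts. The control arrays lay on slides 1 to 3, the T247 arrays on slides 4 and 5 and the MGCD0103 arrays on slide 6, so that treated and control embryos never shared a slide. The replicate numbers of treated and control embryos were not used as pairs.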

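Labelled cRNA was hybridized to 1-colour Agilent arrays, and the authors deposited for each array a table of spots with background-subtracted intensity on a linear scale. Each array carried 55681 probes on 59305 spots, and 44.4 to 58.3% of the signals were well above background. A probe was kept when its signal was positive and significant on at least 1 of the 3 arrays in each of the 8 conditions, which left 15992 genes after the brightest probe of each gene was taken. Spots without such a signal, 2.78% of the values, were filled in from the covariance between arrays, and 12860 genes needed no filled-in value. The log2 values were put through smooth quantile normalization, which keeps the distributions of the conditions apart. Differences between treated and control embryos were tested with limma over the 24 arrays. As in the paper, DEGs were genes with an LFC of at least 1 in size and an adjusted p below 0.05 after Benjamini-Hochberg adjustment. After this normalization the median LFC of all genes was -0.26 for T247 at the 2-cell stage and 0.10 for MGCD0103 at the 1-cell stage.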

Subsequently, the embryos at the zygote stage were transferred back to the normal medium for further culture, and total RNA was extracted from embryos that developed to the 1-cell, 2-cell, and 4-cell stages, for microarray analysis (Fig. 1).

**Fig. 1:**
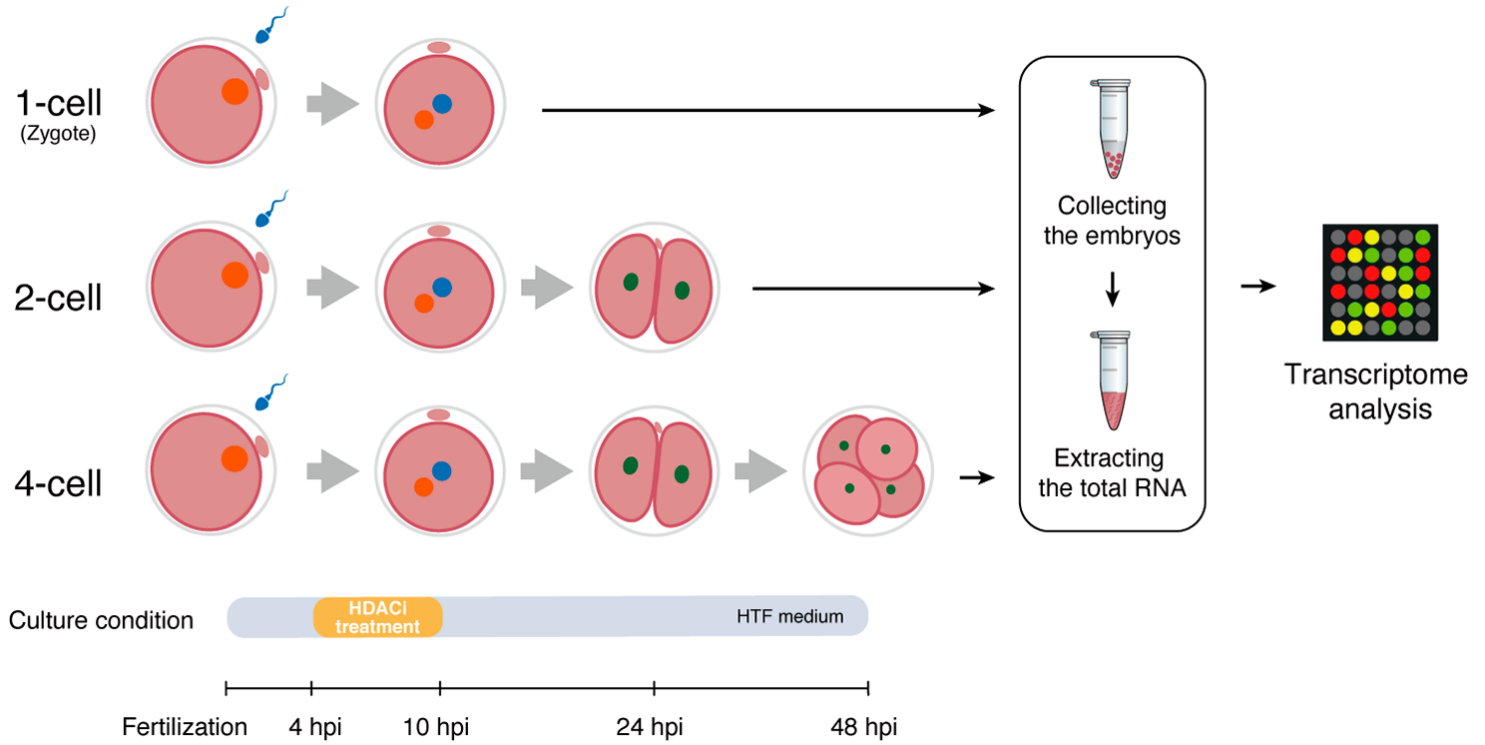
Schematic overview of experiment. Schematic showing the preparation of mouse embryos treated with HDACi for transcriptome analysis. Each sample consisted of 100 embryos, and experiment was repeated with three independent samples (biological replicates)

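Between control embryos, the Pearson correlation of log2 values over 15992 genes averaged 0.835 for the 1-cell and 2-cell stages, 0.792 for the 2-cell and 4-cell stages and 0.631 for the 1-cell and 4-cell stages. Between treated and control embryos of 1 stage, the averages lay between 0.928 and 0.987. Arrays of the same condition correlated at 0.991 to 0.996 on average, except the 2-cell control arrays, which averaged 0.959 and ranged from 0.936 to 0.994. Each average covered all pairs of the 3 arrays on either side.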

The results of the microarray analysis revealed a more noticeable difference between the stages of embryonic development (sample correlation coefficient range, 0.53–0.70) compared with the effect of the HDACi treatment (sample correlation coefficient range, 0.97–0.99) (Fig. S1). Therefore, by analyzing the effect of HDACi treatment using developmental stage grouping, we were able to observe that the data displayed peak-like fluctuations as the embryonic development progressed: HDACi effects were minimal at the 1-cell stage, became strong at the 2-cell stage, and decreased upon entering the 4-cell stage; moreover, MGCD0103 yielded greater differences vs. the control compared with T247 at the 2-cell stage, and, more importantly, embryos treated with MGCD0103 were unable to develop into the 4-cell stage (Fig. 2a). 

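The correlation with the control of the same stage was 0.983 for T247 and 0.987 for MGCD0103 at the 1-cell stage. It was 0.941 ± 0.00771 (SD over 9 pairs of arrays) for T247 and 0.928 ± 0.0239 for MGCD0103 at the 2-cell stage, and 0.966 for T247 at the 4-cell stage. The 2-cell ranges of the 2 HDACi overlapped, with 0.931 to 0.952 for T247 and 0.903 to 0.960 for MGCD0103. T247- and MGCD0103-treated embryos correlated with each other at 0.993 at the 1-cell stage and 0.979 at the 2-cell stage. In a direct comparison of the 2 HDACi by limma, 43 genes differed at the 1-cell stage (7 higher and 36 lower with MGCD0103) and 971 at the 2-cell stage (539 higher and 432 lower). At the 4-cell stage 2833 genes were DEGs after T247 (1811 up, 1022 down), and scaling to the 75th percentile gave 1482 up and 1504 down. MGCD0103-treated embryos were not measured at the 4-cell stage.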

For further investigation of the effect of HDACi on embryonic development, we integrated the data with normal germinal vesicle (GV) stage oocytes, Metaphase II (MII) stage oocytes, 8-cell, morula, and blastocyst data, for principal component analysis (PCA) (Fig. 2b). 

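In a PCA of all 39 arrays, PC1, PC2 and PC3 held 60.0, 18.3 and 7.67% of the variance. On PC1, the mean of 3 control arrays moved from 158 in GV oocytes and 183 in MII oocytes to 182 at the 1-cell stage, 27.6 at the 2-cell stage, -195 at the 4-cell stage, -222 at the 8-cell stage, -228 in morulae and -202 in blastocysts. On PC2, the means ran over the same stages from -147 and -23.3 to -29.3, 106, 52.8, 5.06, -104 and -150.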

The results of the PCA revealed that normal pre-implantation data from the GV stage to the blastocyst stage formed a directed circular developmental trajectory consistent with previous reports [28]. 

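The position of each array was measured on the straight line from the mean of the 1-cell control arrays (0) to the mean of the 4-cell control arrays (1), over 15992 genes, and a control array was left out of the mean of its own group when its position was measured. At the 2-cell stage, the position was 0.446 ± 0.105 (SD, n = 3) for control, 0.424 ± 0.0108 for T247 and 0.308 ± 0.0119 for MGCD0103. All 3 MGCD0103 arrays lay behind all 3 control arrays (difference -0.138, exact permutation p = 0.1, the smallest value that 3 against 3 arrays allow). The T247 arrays lay between the control arrays (difference -0.0222, exact p = 0.9), of which replicate 1 stood at 0.326 and replicates 2 and 3 at 0.520 and 0.493. With 1 replicate left out at a time, the T247 difference ranged from -0.0730 to 0.00866. At the 4-cell stage, T247-treated embryos stood at 0.975 ± 0.00808 and control embryos at 0.994 ± 0.00585 (difference -0.0191, exact p = 0.1), and under quantile normalization this difference was -0.00226. At the 1-cell stage, T247-treated embryos stood ahead of control embryos, at 0.0215 ± 0.00151 against 0.00479 ± 0.00393 (difference 0.0167, exact permutation p = 0.1). The small 4-cell difference thus had a 1-cell counterpart of like size and opposite sign.

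**Figure D1:**
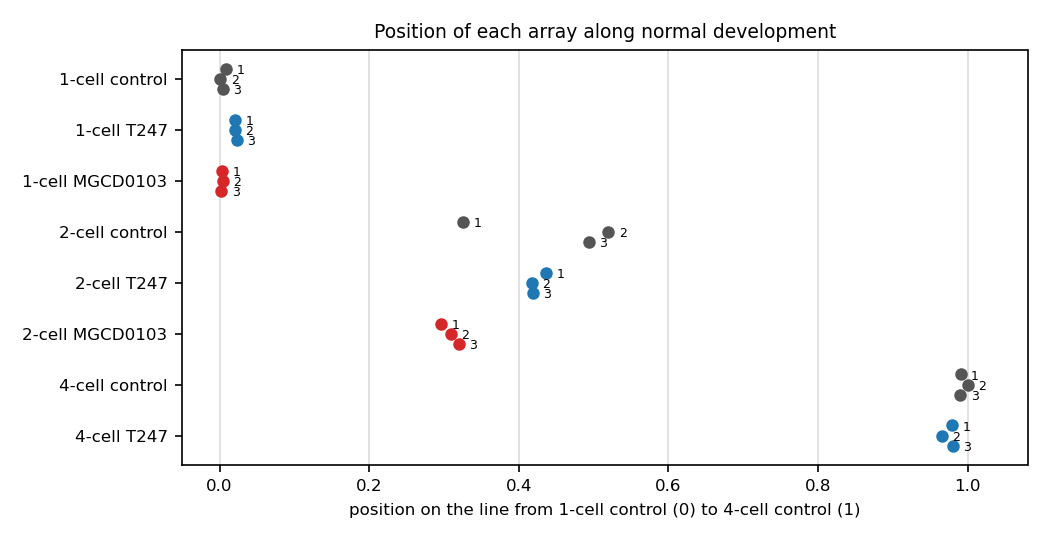
Position of each of the 24 arrays along the line from the 1-cell control (0) to the 4-cell control (1); the horizontal axis has no unit, each point is 1 array and its number is the replicate. The 2-cell MGCD0103 arrays lie lowest among the 2-cell arrays, and 2-cell control replicate 1 (0.326) lies apart from replicates 2 and 3 (0.520 and 0.493).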

Starting from the 2-cell stage, the relative positions of the HDACi-treated samples compared with the control samples were all in the opposite direction of embryonic development. One possible implication of this finding is that HDACi treatment delays the development of early embryos. This effect occurs primarily at the 2-cell stage with varying degrees of effect power, depending on the type of HDACs that were inhibited: T247 may cause a development delay, whereas MGCD0103 can completely arrest embryonic development.

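On the first 2 components of all 39 arrays, the 2-cell means were 27.6 and 106 for control, 38.0 and 144 for T247 and 78.5 and 117 for MGCD0103. The 1-cell control mean lay at 182 and -29.3, so that MGCD0103-treated 2-cell embryos lay nearer to it on PC1 than T247-treated embryos did. Along the line from the 1-cell to the 2-cell control, MGCD0103-treated embryos stood at 0.759 and the control arrays at 0.975 (difference -0.216, exact permutation p = 0.4, n = 3 against 3). At the 4-cell stage, the T247 mean was -180 and 90.2, against -195 and 52.8 for the control. From these positions and from the missing 4-cell embryos, the paper proposes a delay by T247 and an arrest by MGCD0103.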

**Fig. 2:**
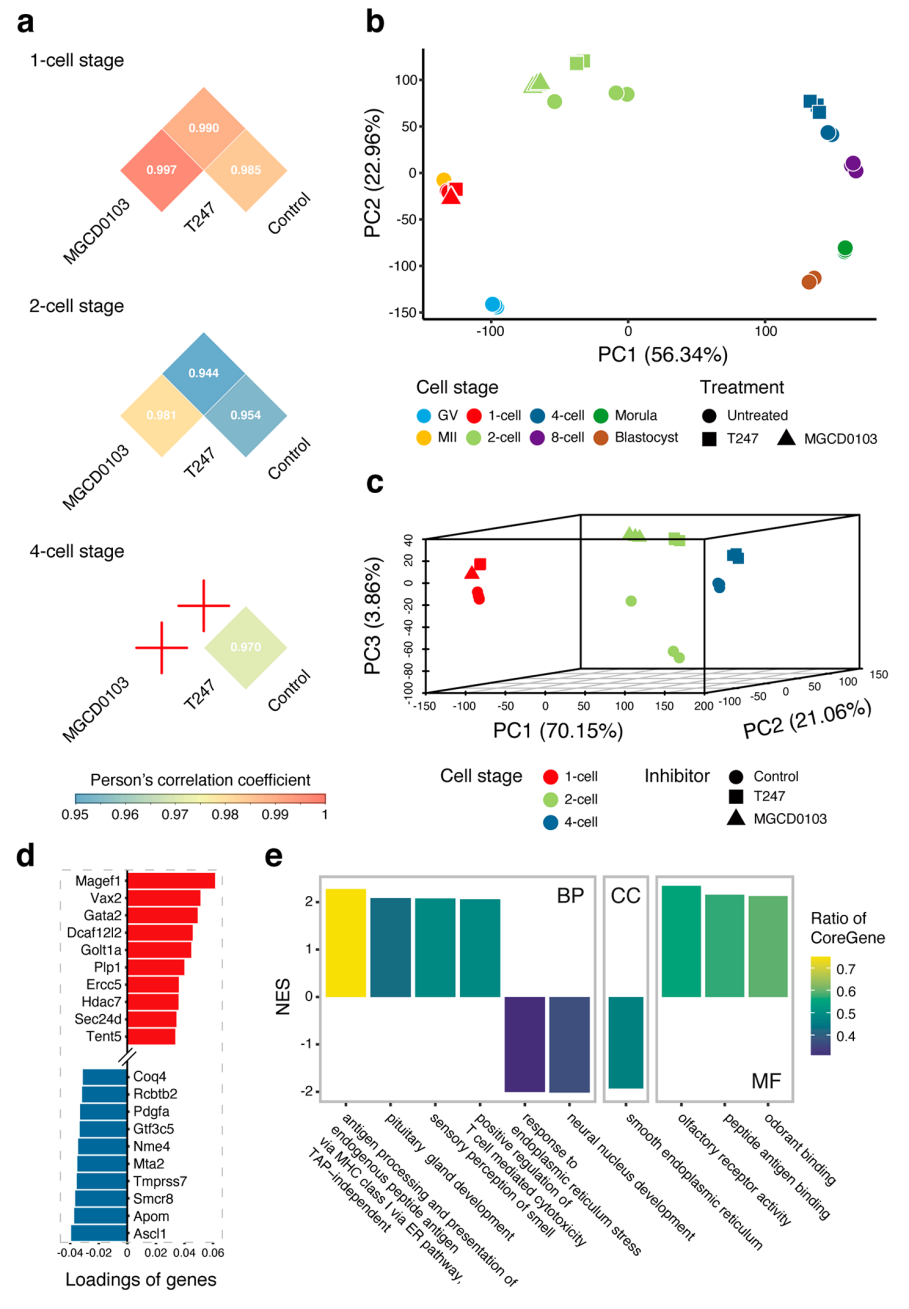
Outline of the effects of HDACi on early embryos. (**a**) Heatmap of the correlation between the HDAC inhibitors (HDACi) treatment and the control groups at three developmental stages. The mean of Pearson’s correlation coefficients of replicate samples within the treatment is shown. The red crosses indicate embryos that failed to develop to the corresponding stage after HDACi treatment. Results of the principal component analysis of combined data from other normal pre-implantation embryos (**b**) and of data from the HDACi treatment and control groups alone (**c**). The colors indicate the different developmental stages, and the shapes indicate the different treatment conditions. (**d**) The bar graph shows the genes with the highest loadings in the PC3 direction in (c), where red indicates a positive correlation between gene expression and the HDACi effects, and blue indicates a negative correlation. (**e**) Bar graph showing the 10 gene ontology (GO) terms with the highest absolute NES values in the enrichment analysis, using the loading order of genes in the PC3 direction in (c). NES: normalized enrichment score; CoreGene: genes in the ranked gene list before (for positive ES) or after (for negative ES) the peak in the running enrichment score

Subsequently, to illustrate in greater detail the differences among the treated samples, we performed a PCA only on the HDACi treatment and control data, and selected the first three principal components for visualization. After dimensionality reduction, the analysis separated the HDACi treatment from the control group in the PC3 direction, although this explained less than 4% of the total variance (Fig. 2c). 

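In the PCA of the 24 arrays, PC1 and PC2 held 69.5 and 20.0% of the variance and PC3 held 3.76%. Treated minus control, the mean PC3 score was 33.8 for T247 and 24.1 for MGCD0103 at the 1-cell stage, 103.7 and 109.8 at the 2-cell stage, and 31.6 for T247 at the 4-cell stage. Within each stage no treated array overlapped a control array on PC3 (3 against 3 arrays, exact permutation p = 0.1 each, the smallest value possible). Scaling every gene to unit variance raised the share of PC3 to 7.36%.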

To determine how this HDACi action, which endures across the embryonic development stages, affects development, we performed a gene set enrichment analysis (GSEA) using the loadings of all genes in the PC3 direction as the input (Fig. 2d). 

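The largest PC3 loadings in the direction of the treated arrays belonged to Magef1, Mrgprg, Vax2, Gata2, Nr1i3, Gm6811, Olfr1500, Dcaf12l2, Klra1 and Golt1a, and those in the opposite direction to Eid2, Tssk6, Otud7a, Slc22a4, Rtn4rl1, Hesx1, Stmn3, Apom, Zfp30 and Brd8dc. Vax2 rose in all 5 comparisons, with an LFC of 3.59 (T247) and 3.30 (MGCD0103) at the 1-cell stage, 4.15 and 4.16 at the 2-cell stage and 2.01 (T247) at the 4-cell stage (standard error 0.20, 3 against 3 arrays). Magef1 rose by 4.99 and 4.61 at the 1-cell stage and by 3.22 at the 4-cell stage. At the 2-cell stage only 1 of 3 control arrays measured Magef1 well above background, and its rise was at least 28.1-fold for T247 and 30.7-fold for MGCD0103. Such a bound divides the mean of the bright group by the level that the dim group could have reached, which on each array was the higher of its own signal and the lowest signal well above background. Gata2 was not called at the 1-cell stage (LFC 0.65 and 0.11) and rose by 5.30 and 5.20 at the 2-cell stage. Apom fell only at the 2-cell stage, with an LFC of -4.10 for T247 and -4.89 for MGCD0103, against 0.44 and 0.31 at the 1-cell stage and -0.11 at the 4-cell stage.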

The results of this analysis suggested that 30 gene ontology (GO) terms were significantly enriched in the GO database (Table S1). Among them, the expression of genes detected after HDACi treatment was primarily positively correlated with “antigen processing and presentation of endogenous peptide antigen via MHC class I via ER pathway, TAP-independent,” whereas a primarily negative correlation with “neural nucleus development” was noted (Fig. 2e).

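Gene set enrichment on the loadings was not rerun, and the 21 measured H2 class I genes were tested as a family by camera in limma. At the 4-cell stage 20 of the 21 genes rose after T247, with a median LFC of 0.83 and 8 DEGs. The median LFC at the 2-cell stage was 0.37 for T247 and 0.30 for MGCD0103, and at the 1-cell stage it was 0.22 and 0.00. Camera called the family after T247 at the 2-cell and 4-cell stages at an unadjusted level of 0.05, and not in the other 3 comparisons. The rotation test fry, which does not set the family against other genes, called it in all 5 comparisons.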

### HDACi effects on the 1-cell stage embryos

To investigate the effect of HDACi treatment on the specific developmental stages of early embryos, we subdivided ZGA into two stages, minor ZGA and major ZGA, based on previous studies [19, 29, 30] and, then analyzed them separately. The 1-cell and 2-cell stage data from this study were used for analysis corresponding to these two ZGA stages, respectively.

To explore the direct effects on gene expression, we first identified the differentially expressed genes (DEGs) for the two HDACi treatments at the 1-cell stage. Accordingly, 677 and 433 DEGs were identified under the T247 and MGCD0103 treatment conditions, respectively (Table S2 and S3). 

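Of 15992 genes tested by limma at the 1-cell stage, 1046 were DEGs after T247 and 648 after MGCD0103 (3 against 3 arrays, LFC of at least 1 in size, Benjamini-Hochberg adjusted p below 0.05). Among the alternatives set before the data were examined that kept this definition, normexp background correction moved the counts most, to 362 and 240. The log2 values of the authors' series matrix, which cover 10830 genes, gave 543 and 340. None of the other 9 ways to split the 6 arrays of each pair into 3 and 3 gave more than 4 DEGs for T247 or 1 for MGCD0103. With 1 replicate left out at a time, the count for T247 ranged from 931 to 1231 and that for MGCD0103 from 503 to 878.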

The distribution of the DEGs for each HDACi was combined and presented in the volcano plot (Fig. 3a). Most of the DEGs (over 87%) were upregulated after HDACi treatment, indicating that the effects of HDACi on this stage occur mainly through direct action, as expected. 

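After T247, 899 DEGs were upregulated and 147 downregulated (85.9% up), and after MGCD0103 547 were upregulated and 101 downregulated (84.4% up). Under quantile normalization the numbers were 644 up and 203 down for T247 and 345 up and 133 down for MGCD0103. Scaling to the 75th percentile gave 759 up and 228 down for T247 and 378 up and 190 down for MGCD0103. Among the genes without a filled-in value, 92.0% of the T247 DEGs and 91.3% of the MGCD0103 DEGs were upregulated. From the excess of upregulated genes the paper reasons that the HDACi acted directly at the 1-cell stage.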

HDACi inhibit HDACs, thus leading to a highly acetylated chromatin state, which is generally associated with gene activation [31]. 

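T247 and MGCD0103 shared 524 DEGs at the 1-cell stage, 50.1% of the T247 DEGs and 80.9% of the MGCD0103 DEGs. Of these, 523 changed in the same direction, with 480 upregulated and 43 downregulated by both HDACi. Over all genes the LFCs of the 2 HDACi correlated at 0.844. The 2 comparisons used the same 3 control arrays, and in 100 simulations of unchanged groups against shared controls the number of shared DEGs had a median of 3 and a maximum of 8, while the correlation of the LFCs had a median of 0.653 and a maximum of 0.695. Magef1 was upregulated by both HDACi, with an adjusted p of 5.60e-13 for T247 and 2.40e-12 for MGCD0103 (limma).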

Over half of the DEGs in the two HDACi treatments were shared between the two HDACi conditions (number of shared DEGs: 379); moreover, the shared DEGs predominated among the highly upregulated genes, indicating that the different HDACi-affected transcriptome expression in a similar manner or via a similar pathway at the zygote stage. We performed hierarchical clustering to investigate the existence of unique expression patterns beyond the shared genes (Fig. 3b). 

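The standardized values of the 1170 genes that were DEGs in either comparison were split into 2 clusters, of 963 and 207 genes. The mean of the 963 genes was higher in both HDACi conditions than in the control. The mean of the 207 genes was lower in both. Single genes could depart from the mean of their cluster. In the cluster with the higher mean the mean change with MGCD0103 was 0.779 of that with T247, and in the other cluster it was 0.952. By a limit on this ratio set before the data were examined, the cluster of 963 genes was given to T247. The cluster of 207 genes was given to both HDACi in common.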

The results revealed two clusters that could contrast the HDACi treatments from the control, whereas no specific pattern was observed between the two HDACi.

**Fig. 3:**
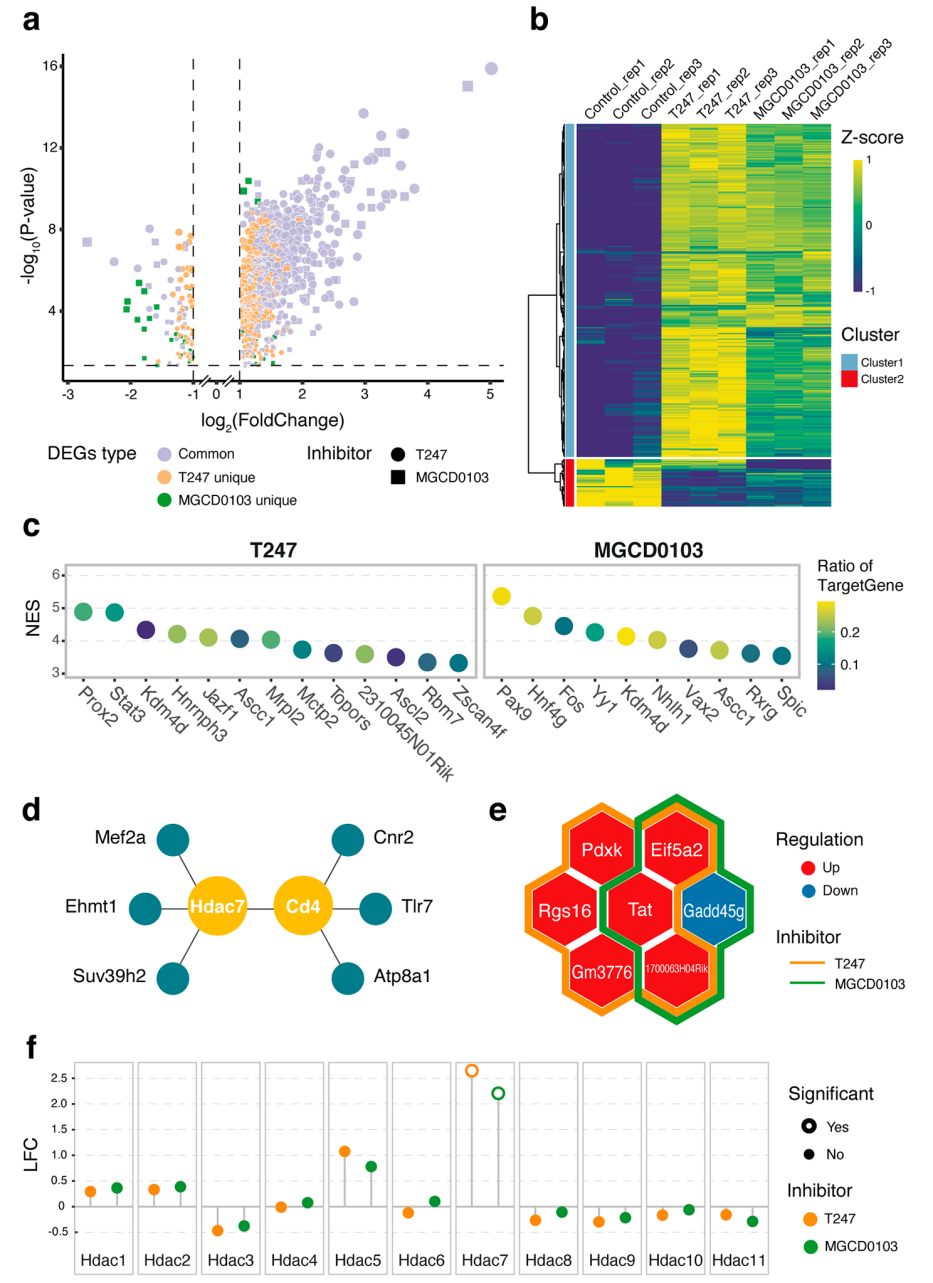
HDACi effects on 1-cell stage embryos. (**a**) Volcano plot of differentially expressed genes (DEGs), with colors representing the relationships between the DEGs in the two HDACi treatments, and point shapes indicating the HDACi treatment from which the corresponding DEGs stem. To display all data clearly, the point sizes were linearly scaled along the slopes using the same absolute values on both the positive and negative x-axes. (**b**) Heatmap of DEGs prepared using the hierarchical clustering method to divide the differential genes into two clusters. (**c**) Results of predicted transcription factors (TFs) that regulated DEGs, ranked in descending order of NES, with the color representing the ratio of DEGs among the gene set that was regulated by the corresponding TFs. (**d**) protein–protein interaction (PPI) network of HDACi-affected minor zygotic gene activation (ZGA) genes, with yellow nodes representing core proteins. (**e**) Hexagonal Venn diagram showing the presence of DEGs in the strictly filtered minor ZGA gene set. The color of the frame indicates the type of HDACi, and the genes within the frame represent the minor ZGA genes that were affected by the corresponding HDACi treatment. (**f**) Differential expression results of HDAC-family genes after HDACi treatment, where the open circles represent adjusted *P*-values < 0.05 and LFC represents the log2 fold change

Subsequently, we analyzed the emergent property of the DEGs identified at the 1-cell stage after HDACi treatment. Using a GO enrichment analysis, we expected to associate the DEGs with their corresponding biological information. It is noteworthy that no significantly enriched GO terms were obtained, regardless of the grouping of the data based on DEG upregulation or downregulation or the intersection relationship between the two HDACi. This is consistent with previous reports that the functional mRNAs that guide protein translation in the embryo are primarily derived from maternal deposition [21, 32], whereas transcription in the zygote itself exhibits a genome-wide feature, as it is promiscuous and uncoupled from efficient production of functional mRNAs [33]. Because HDACi affect gene expression at the transcriptional level, the DEGs identified here were the result of zygotic transcription and reflect features that are not specifically associated with any biological process. In addition, to the emergent property, we also performed an upstream regulator analysis on the sequence features for upregulated DEGs: the potential transcription factors (TFs) under the two HDACi conditions were predicted (Fig. 3c). 

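Kdm4d did not reach a positive and significant signal in every condition and was tested only under other filters or with the arrays of the stage alone. Without the filter its LFC at the 1-cell stage was -0.80 for T247 (adjusted p = 0.167, limma, 3 against 3 arrays) and -0.08 for MGCD0103 (adjusted p = 0.933). With only the arrays of the stage the T247 value was -0.86 (adjusted p = 0.0626), and with detection in at least 1 condition -0.79 (adjusted p = 0.172). The prediction of regulators was not rerun.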

Of note, Kdm4d was predicted as a potential regulator of DEGs in the two HDACi conditions, although the expression of Kdm4d did not change at the transcriptional level, and disappeared in the prediction of TFs in subsequent developmental stages (Fig. S2). To investigate the effect of HDACi treatment on minor ZGA, we intersected the shared DEGs with genes that are particularly expressed in zygotes compared with oocytes. 

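At the 1-cell stage Cd4 rose by 1.82 on the log2 scale with T247 (standard error 0.19, adjusted p = 1.24e-06, limma, 3 against 3 arrays) and by 1.27 with MGCD0103 (adjusted p = 0.000116), and its second probe by 0.56 and 0.37. Other upregulated genes of the network were Ehmt1 (LFC 2.04 with T247 and 1.99 with MGCD0103), Atp8a1 (1.73 and 1.48), Cnr2 (1.48 and 1.77), Mef2a (1.48 and 1.31), Suv39h2 (1.34 and 1.28) and Tlr7 (1.32 and 1.24). A second probe gave -0.13 and 0.10 for Ehmt1, -0.05 and 0.18 for Atp8a1 and 0.04 and 0.12 for Suv39h2. With the mean of probes the values of Atp8a1 (0.84 and 0.82) and Suv39h2 (0.69 and 0.71), of Ehmt1 with T247 (0.96) and of Cd4 with MGCD0103 (0.80) were below the LFC of 1. The protein network itself was not rebuilt.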

Next, we used the STRING database to identify intersected genes and obtained a protein–protein interaction (PPI) network centered on Hdac7 and Cd4 (Fig. 3d). However, minor ZGA genes may differ because of variations in the experimental dataset or definition method. 

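Tat rose by 1.499 on the log2 scale with T247 (adjusted p = 8.86e-07, limma, 3 against 3 arrays) and by 1.11 with MGCD0103 (adjusted p = 4.14e-05), and Eif5a2 by 1.30 (2.93e-06) and 1.13 (2.27e-05). Under quantile normalization both MGCD0103 values were 0.82, below the LFC of 1. 1700063H04Rik had an LFC of 2.56 with T247 (standard error 0.50, adjusted p = 0.000976) and of 1.29 with MGCD0103 (adjusted p = 0.0977, not a DEG). Gadd45g had an LFC of -1.17 with MGCD0103 (standard error 0.22, adjusted p = 0.00105) and of -0.22 with T247 (adjusted p = 0.555). Of the other printed genes, Rgs16 rose at least 2.60-fold with T247 (2 of 3 control arrays measured it well above background) and had an LFC of 0.20 with MGCD0103. Gm3776 rose at least 2.82-fold with T247 and at least 1.81-fold with MGCD0103. Pdxk had an LFC of 1.16 with T247 (adjusted p = 0.0321) and of 0.73 with MGCD0103 (adjusted p = 0.234). The T247 call of Pdxk was lost in 10 of 23 other settings, with LFCs from 0.70 to 1.29.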

To explore further the effect of HDACi treatment on the actual minor ZGA process, we compared the strictly filtered 96 minor ZGA genes reported in previous studies [34], and found that only seven genes were affected by HDACi, i.e., Tat, Eif5a2, and 1700063H04Rik were upregulated by the two HDACi; whereas Gadd45g was only downregulated by MGCD0103 (Fig. 3e).

Besides the overall differential gene expression state, we also paid special attention to the expression of HDAC-family genes: only Hdac7 was significantly upregulated (LFC > 2) by the two HDACi treatments at the 1-cell stage (Fig. 3f). Moreover, this unique upregulation of Hdac7 persisted up to the 4-cell stage, which was clearly distinct from the expression patterns observed for other HDAC-family genes (Fig. S3).

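Hdac7 had an LFC of 2.65 with T247 (standard error 0.20, adjusted p = 4.35e-08, limma, 3 against 3 arrays) and of 2.20 with MGCD0103 (adjusted p = 4.90e-07) at the 1-cell stage. Hdac5 was also called with T247, at an LFC of 1.07 (standard error 0.35, adjusted p = 0.0361, and 0.0337 adjusted over the list alone), but this call was lost in 12 of 23 other settings, with LFCs from 0.91 to 1.23 over all of them. With MGCD0103 the LFC of Hdac5 was 0.78 (adjusted p = 0.171). Hdac1 to Hdac4, Hdac6 and Hdac8 to Hdac10 were not called, with LFCs from -0.36 (Hdac3, T247) to 0.39 (Hdac2, MGCD0103). Hdac11 did not pass the detection filter, and without it the LFCs were -0.06 and -0.20.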

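At the 2-cell stage Hdac7 rose by 3.10 on the log2 scale with T247 (adjusted p = 1.11e-09, limma, 3 against 3 arrays) and by 2.96 with MGCD0103 (adjusted p = 1.31e-09), and at the 4-cell stage by 1.62 with T247 (adjusted p = 3.99e-06). Under normexp background correction the 4-cell LFC was 0.89. Hdac1 fell at the 2-cell stage, with an LFC of -1.25 for T247 (adjusted p = 5.52e-05) and -1.88 for MGCD0103 (adjusted p = 5.09e-07), and stood at 0.07 at the 4-cell stage. Under quantile normalization the T247 value of Hdac1 was -0.90. Hdac3 was well above background on none of the 2-cell control or T247 arrays, and Hdac9 on 1 T247 array and no control array at the 4-cell stage, so no fold change was given for them.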

### The main effects of HDACi treatment occurred at the 2-cell stage

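Of 15992 genes tested by limma, 3966 were DEGs after T247 and 4391 after MGCD0103 at the 2-cell stage (3 against 3 arrays, Benjamini-Hochberg adjustment). The largest number in the other 9 splits of the same 6 arrays was 1743 for T247 and 2357 for MGCD0103. Array weights gave 4986 and 5924 DEGs, and the log2 values of the series matrix 2625 and 2823. Without 2-cell control replicate 1 the numbers were 5196 and 5854. Among the genes that fell most, Eid2 had an LFC of -4.50 after T247 (standard error 0.44, adjusted p = 1.16e-07).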

In the 2-cell stage data, which corresponds to the period of major ZGA, we identified 2865 and 3130 DEGs under the T247 and MGCD0103 conditions, respectively (Fig. 4a, Table S4 and S5). 

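At the 2-cell stage 2810 DEGs were common to T247 (70.9% of its DEGs) and MGCD0103 (64.0%), and 2809 of them changed in the same direction, 1078 up and 1731 down. Over all genes the LFCs of the 2 HDACi correlated at 0.848. Both comparisons used the same control arrays. In 100 simulations of unchanged groups against shared controls, this correlation had a median of 0.851 and a maximum of 0.944. In the simulation that shared most DEGs (1157), the shared percentages were also higher than those observed. Neither the correlation nor the shared percentages therefore say anything about a common response. Of the T247 DEGs 1393 were upregulated and 2573 downregulated (64.9% down), and of the MGCD0103 DEGs 1937 were upregulated and 2454 downregulated (55.9% down). The balance depended on the scaling of the arrays, since quantile normalization gave 1888 up and 1894 down for T247 and 2292 up and 2457 down for MGCD0103. Scaling to the 75th percentile gave 1888 up and 1687 down for T247 and 2222 up and 2223 down for MGCD0103, and the series matrix 608 up and 2017 down and 971 up and 1852 down. A test of the change in LFC from the 1-cell to the 2-cell stage called 3071 genes for T247 (729 up, 2342 down) and 3391 for MGCD0103 (958 up, 2433 down).

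**Figure D2:**
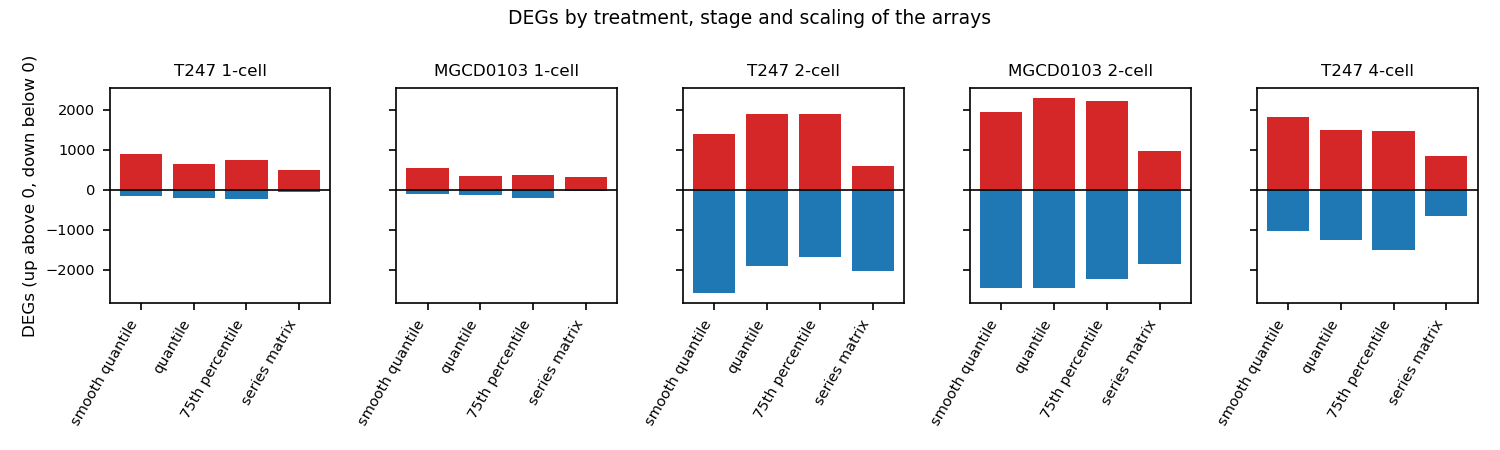
Number of DEGs upregulated (above 0) and downregulated (below 0) in each comparison under 4 scalings of the arrays, 3 treated against 3 control arrays each. For T247 at the 2-cell stage, smooth quantile normalization gives 1393 up and 2573 down and quantile normalization 1888 up and 1894 down.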

Compared with the 1-cell stage, the shared DEGs between the two HDACi conditions still predominated; however, most DEGs in the 2-cell stage (over 66%) were downregulated. Subsequently, we performed hierarchical clustering on all DEGs and obtained five clusters (Fig. 4b). Based on the expression pattern of each cluster, we defined clusters 1 and 3 as the “common group” under the two HDACi treatments, cluster 4 as the “T247 group,” and clusters 2 and 5 as the “MGCD0103 group.” 

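The 5547 genes that were DEGs in either 2-cell comparison were split into 5 clusters by hierarchical clustering of their standardized values. A cluster was given to 1 HDACi when the ratio of the mean changes with MGCD0103 and T247 passed a limit set before the data were examined, and to the common group otherwise. The common group held 1126 upregulated genes, for which the ratio of the MGCD0103 to the T247 change was 1.14. The MGCD0103 group held 2129 downregulated (ratio 1.42) and 639 upregulated genes (ratio 2.31). The T247 group held 1166 downregulated (ratio 0.579) and 487 upregulated genes (ratio 0.650). No cluster of genes downregulated alike by both HDACi was found with this rule.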

In the subsequent analysis, we used these three groups to investigate the similarities and differences in the effects of the two HDACi at the 2-cell stage.

**Fig. 4:**
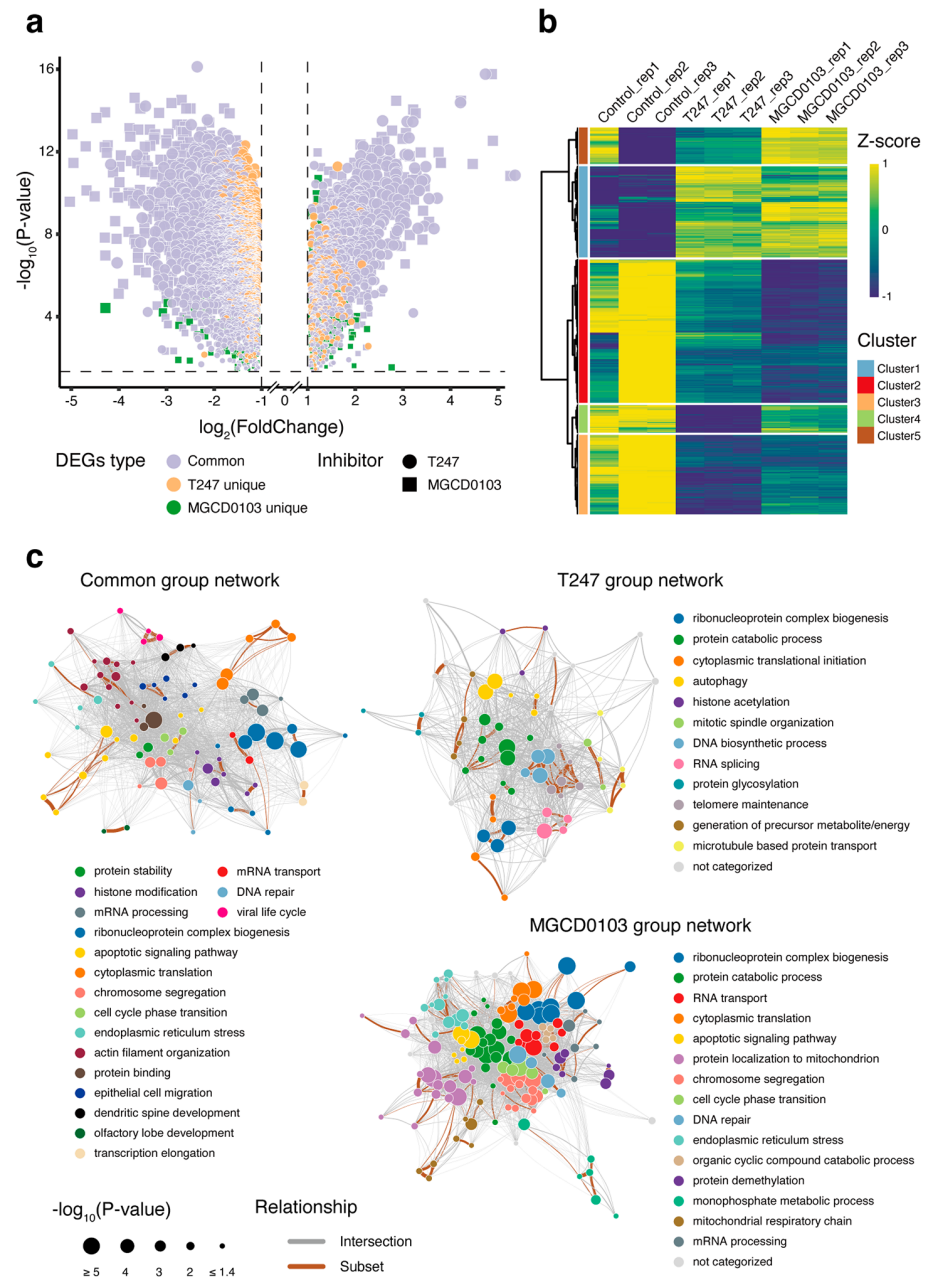
Profile of the HDACi effects on 2-cell stage embryos. (**a**) Volcano plot of DEGs, as in Fig. 3a. (**b**) Heatmap of DEGs prepared using the hierarchical clustering method, to divide the differential genes into five clusters. (**c**) The network diagram represents the enriched biological processes within each group of DEGs and their relationship. Each point represents a GO term that has been enriched, with its size indicating the negative logarithm of the *P*-value obtained from the enrichment analysis. Different colors represent different GO-term clusters, with each cluster being annotated with a label, and clusters with the same label being represented by the same color in the networks of the different groups. The width of the lines connecting the points represents the strength of the relationships between the GO terms, with brown lines connecting a pair of GO terms in which one is a subset of genes contained in the other. The layout of the network indicates that GO terms with a higher degree of correlation tended to cluster together

By the time of recovery at the 2-cell stage, the HDACi-treated embryos had already initiated major ZGA. In addition, to its direct effects, the impact of HDACi treatment is also reflected in the expanding indirect effects, thus making it challenging to pinpoint specific genes among thousands of DEGs. Here, to obtain the complete profile of the biological processes indicated by the DEGs, we developed a network representation based on the results of the GO enrichment analysis that could intuitively and comprehensively depict the inter-relationships among the enriched biological processes in the target gene set. Subsequently, we applied this procedure to each of the three groups (Fig. 4c, Table S6, S7 and S8).

Overall, the network of enriched GO terms in the MGCD0103 group was closer in distance than that observed for the other groups, indicating a stronger correlation and demonstrating common functional patterns among different biological processes. The “protein catabolic process” cluster had the highest network connectivity, indicating that the genes contained within it are widely involved in various biological processes. Moreover, clusters corresponding to cellular responses under stress conditions, such as “endoplasmic reticulum stress” and “apoptotic signaling pathway,” were connected to the “chromosome segregation,” “cell cycle phase transition,” and “DNA repair” clusters, which were related to cell cycle/division through the “protein catabolic process” cluster. This observation appears to delineate the most direct regulatory pathways that early embryos undergo, from their initial response to the perturbed environment containing MGCD0103, to their eventual developmental arrest. As observed above (Fig. 2a, b), the clusters “chromosome segregation” and “cell cycle phase transition,” which are related to cell cycle/division, were also observed in the common group representing the common effects of the inhibition of HDAC3 and Class I HDACs, whereas the T247 group, which represented specific effects of the inhibition of HDAC3 alone, was uniquely localized to the “mitotic spindle organization” cluster in terms of processes related to cell cycle/division.

### Analysis of the PPI network in the 2-cell stage embryos

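In the MGCD0103 group, the standardized mean of the 2129 downregulated genes was 1.09 in control embryos, -0.26 with T247 and -0.83 with MGCD0103 at the 2-cell stage. For the 639 upregulated genes it was -0.80, -0.07 and 0.87. The clusters were assigned to groups by this difference, so that its direction follows from the grouping.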

The expression features of DEGs in the MGCD0103 group were consistent with the results of the experiment: MGCD0103 treatment yielded greater differences vs. the control than did T247 treatment (Fig. 4b). Furthermore, in the MGCD0103 group, a more pronounced clustering of clusters related to cell cycle/chromosome segregation was observed compared with the common group (Fig. 4c). Therefore, we hypothesized that the expression of specific functional genes in the MGCD0103 group can explain the loss of division capability observed in early embryos after MGCD0103 treatment. Based on this hypothesis, we used the STRING database to construct PPI networks for further analysis.

The overall PPI network of each group was voluminous and structurally complex; therefore, we used the MCODE plugin to extract core modules from each PPI network, for detailed analysis. Consistent with our previous observation (Figs. 2b and 4c), the common group (Fig. 5a), T247 group (Fig. 5b), and MGCD0103 group (Fig. 5c) all exhibited modules that were annotated as being related to cell cycle/chromosome segregation. In addition, the cell cycle/chromosome segregation module in the MGCD0103 group had a higher score (16.4) than it did in other groups (11.2 for the common group and 10.2 for the T247 group), and was identified as the top-scoring protein interaction subnetwork other than the ribosome-related protein complex (Fig. 5c). To illustrate these differences, we presented the full details of the cell cycle/chromosome segregation modules for the three groups in Fig. 5 (right). We also used cytoHubba to rank the importance of each gene in the protein interaction subnetwork and identified multiple genes, represented by Cdc6, as the hub genes related to the cell cycle/chromosome segregation module in the MGCD0103 group (Fig. 5c, right).

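Cdc6 fell at the 2-cell stage with MGCD0103 (LFC -2.05, standard error 0.18, adjusted p = 2.78e-08, limma, 3 against 3 arrays). With T247 its LFC was -0.87 (adjusted p = 0.000481), which did not reach the LFC of a DEG. A second probe of Cdc6 gave -0.97 with MGCD0103 and -0.49 with T247. The protein network and the ranking of its genes were not rerun.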

**Fig. 5:**
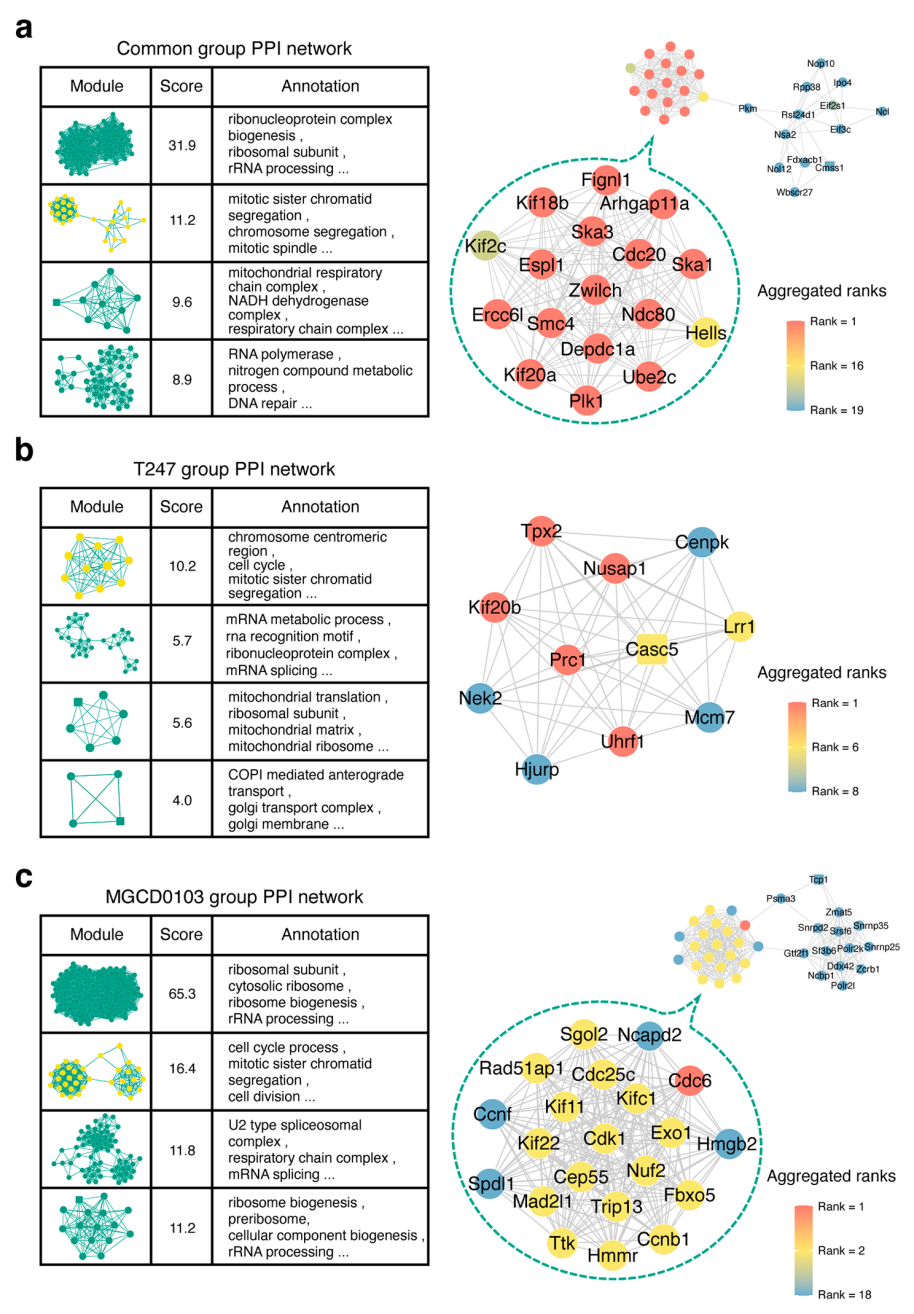
Analysis of the PPI network at the 2-cell stage. (**a**) A table listing the network structures, specific scores, and functional annotations of the top four modules with the highest scores from the complete PPI network in the DEGs of the common group is shown on the left. The details of the module highlighted in yellow are shown on the right: the protein-coding gene symbols corresponding to each node in the module are provided, with the color indicating the comprehensive ranking of the inferred importance of each node in the network (ties in the ranking are allowed). Results of the PPI network analysis in the DEGs of the T247 (**b**) and MGCD0103 (**c**) groups using the same display approach as in (a)

### Relationship between HDACi effects at the 2-cell stage and major ZGA

We analyzed the relationship between the HDACi effects on the 2-cell stage embryos and major ZGA. 

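Major ZGA genes were taken from the control arrays themselves, which gave a class of 1987 among the 15992 genes (12.4%). A gene of the class rose from the 1-cell to the 2-cell control by an LFC of at least 1 with an adjusted p below 0.05 by limma, rose less from the 2-cell to the 4-cell control, and rose by less than 1 from the MII oocyte to the 1-cell control. In the MGCD0103 group 882 of 2129 downregulated genes (41.4%) and 5 of 639 upregulated genes (0.782%) belonged to the class (Fisher's exact p = 2.04e-115). In the common group 123 of 1126 upregulated genes (10.9%) belonged to it, and the clustering left no downregulated gene in that group. Scaling to the 75th percentile gave a common group with 433 of 1629 downregulated and 231 of 1430 upregulated genes in the class (p = 2.34e-12, Fisher's exact test), the log2 values of the series matrix 341 of 1358 and 73 of 771 (p = 7.93e-20), and leaving out 2-cell control replicate 3 gave 162 of 1073 downregulated genes, a share that did not differ from that of the 1462 upregulated genes (p = 0.230). Fisher's test treats genes as independent, and the same 2-cell control arrays entered the class and the calls.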

The results showed that, in the common group, there was no significant difference in the up- and downregulation of major ZGA genes, i.e., 105 out of 951 genes and 86 out of 828 genes, respectively (Fisher’s exact test *P*-value: 0.7033), whereas in the MGCD0103 group, the proportion of major ZGA genes that were downregulated by HDACi was significantly higher than that of genes that were upregulated, i.e., 545 out of 1496 genes and four out of 381 genes, respectively (Fisher’s exact test *P*-value: 1.09 × 10^–40^) (Fig. 6a). 

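The T247 group held 49 major ZGA genes among 1166 downregulated genes (4.20%) and 138 among 487 upregulated genes (28.3%, Fisher's exact p = 7.27e-41). In the series matrix the group held 2 among 482 downregulated genes and no upregulated gene, and without 2-cell control replicate 3 it held 12 among 572 and no upregulated gene. Without replicate 2 it held 106 among 1198 downregulated genes and no upregulated gene. Among upregulated genes it held 143 of 325 with scaling to the 75th percentile, 207 of 754 with quantile normalization and 141 of 770 without replicate 1. Among all DEGs of T247 at the 2-cell stage, 589 of 2573 downregulated genes (22.9%) and 253 of 1393 upregulated genes (18.2%) were in the class (p = 0.000469, Fisher's exact test). Without 2-cell control replicate 2 the p-value of this comparison was 0.719 and without replicate 3 it was 0.146, while without replicate 1 it was 5.10e-50 (32.2% against 12.8%). Quantile normalization gave 29.3% against 16.2% (p = 8.38e-22, Fisher's exact test) and scaling to the 75th percentile 30.5% against 19.8% (p = 1.48e-13). The gap between 22.9% and 18.2% was set against 100 simulations without any treatment effect, in which the 2-cell control arrays also defined the class. In 13 of them the gap was as large, among 25 with calls in both directions. The deviation of each simulated control array was given a random sign. This design largely sets the share, so it is no p-value.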

The absence of major ZGA genes in the T247 group indicates that the observed HDACi effects on major ZGA can be fully explained by the action of MGCD0103. Among the genes affected by MGCD0103, the proportion of major ZGA genes that were downregulated was significantly higher than that of genes that were upregulated, i.e., 631 out of 2324 genes and 109 out of 1132 genes, respectively (Fisher’s exact test *P*-value: 9.83 × 10^–34^), suggesting that HDACi targeting Class I HDACs affect pre-implantation embryo development by suppressing the expression of major ZGA genes, which are normally upregulated during the 2-cell stage.

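Across the common and MGCD0103 groups 882 of 2129 downregulated genes and 128 of 1765 upregulated genes (7.25%) were major ZGA genes (Fisher's exact p = 3.87e-143). Of all DEGs of MGCD0103 at the 2-cell stage, 911 of 2454 downregulated (37.1%) and 190 of 1937 upregulated genes (9.81%) were in the class, a gap of 27.3 points (p = 5.91e-103, Fisher's exact test). The gap was set against 100 simulations without any treatment effect, in which the 2-cell control arrays also defined the class. Of these, 26 had calls in both directions and 14 gave a gap as large. The share follows largely from the random signs given to the deviations of the control arrays, so it is no p-value. With a class defined by the rise from the 1-cell to the 4-cell control (4146 genes), which uses no 2-cell array, 1706 of 2454 downregulated (69.5%) and 385 of 1937 upregulated genes (19.9%) were in the class. For T247 the same class held 1327 of 2573 downregulated (51.6%) and 448 of 1393 upregulated genes (32.2%). From the excess among downregulated genes the paper proposes that inhibition of Class I HDACs suppresses major ZGA genes.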

**Fig. 6:**
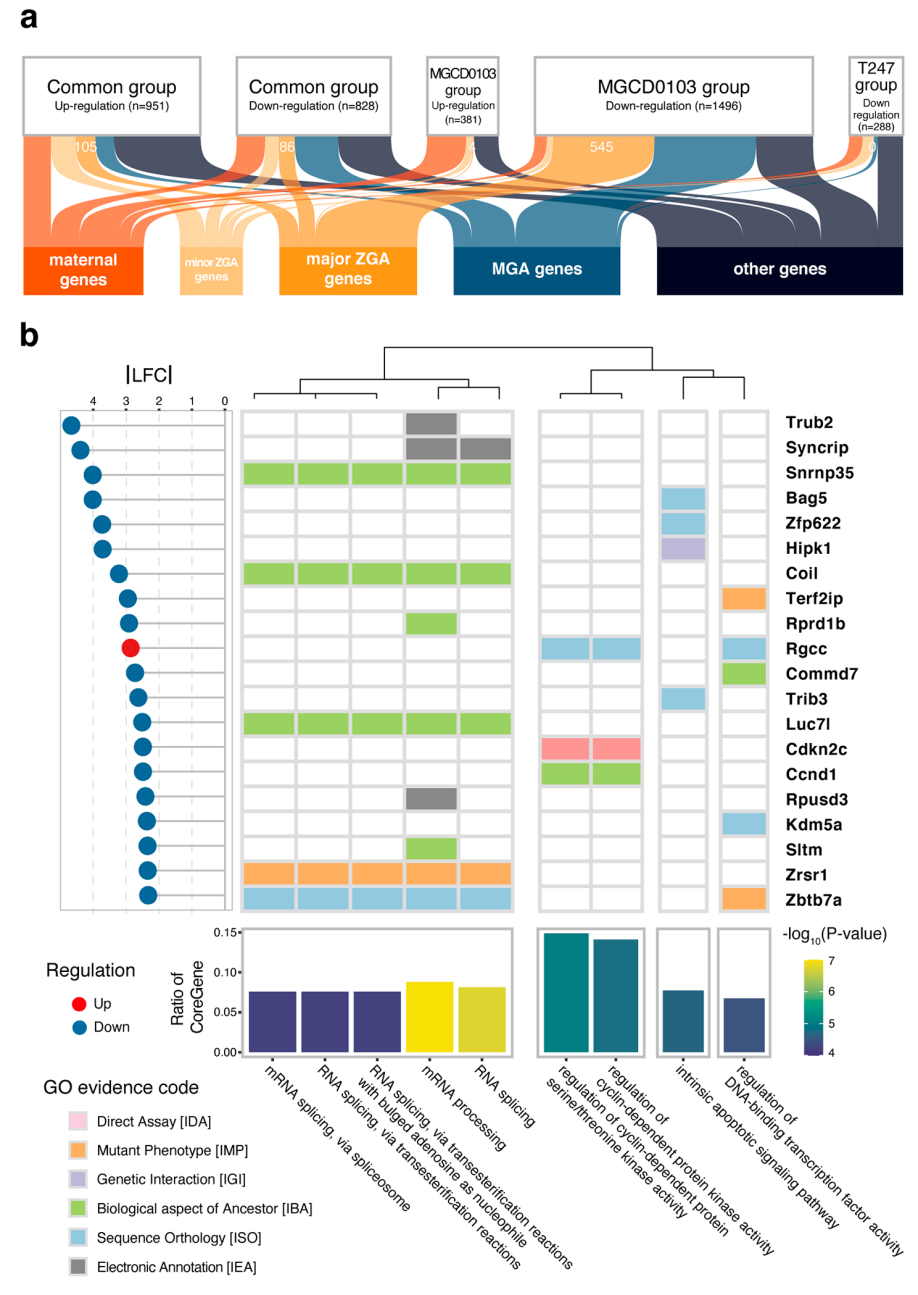
Analysis of the major ZGA genes affected by HDACi at the 2-cell stage. (**a**) The Sankey diagrams display the proportions of different expression patterns of up- and downregulated DEGs in the three groups. The upper part contains the up- and downregulated DEGs set from the three groups affected by HDACi in this experiment, whereas the lower part represents the gene sets classified according to programmed waves during maternal-to-zygotic gene activation. (**b**) The combined plot represents the presence of the top 20 major ZGA genes with the highest effect under HDACi treatment in the enriched GO terms. The main heatmap shows the presence of these 20 major ZGA genes in the GO terms that were calculated from all HDACi-affected major ZGA genes. If a gene is present in a GO term, the corresponding rectangle in the heatmap is colored based on the evidence code, which indicates how the gene is annotated in that GO term. The lollipop plot depicted on the left side of the heatmap shows the fold change in expression of these 20 genes, where|LFC| denotes the absolute value of the log2 fold change and the upregulated genes are represented in red, whereas the downregulated genes are indicated in blue. The bar chart at the bottom of the heatmap shows enriched GO terms and was divided into four clusters. The height of each bar represents the proportion of an HDACi-affected major ZGA gene in the corresponding GO term, with the color representing the negative logarithm of the *P*-value obtained from the enrichment analysis

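Of the 20 major ZGA genes printed in Fig. 6b, 19 were downregulated at the 2-cell stage by both HDACi, with LFCs from -2.56 to -4.42 for MGCD0103. The largest falls were those of Trub2 (LFC -4.42, standard error 0.36, adjusted p = 1.19e-08, limma, 3 against 3 arrays), Syncrip (-4.21), Snrnp35 (-3.91) and Bag5 (-3.91). A second probe of Bag5 gave -0.24. Rgcc was upregulated, by 2.84 on the log2 scale with T247 and by 2.99 with MGCD0103. The enrichment of GO terms was not rerun.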

Next, to identify the biological processes that were affected by these HDACi-regulated major ZGA genes, we determined the enriched GO terms associated with major ZGA genes showing high differential expression, and labeled the evidence codes for the top 20 genes most affected by HDACi (Fig. 6b). The biological processes affected by HDACi targeting Class I HDACs mainly involved four aspects in major ZGA: RNA splicing, cyclin-dependent kinase activity, apoptotic signaling pathway, and transcription factor activity.

### HDACi treatment preferentially affected the expression of genes with specific epigenetic features

In addition, to the functional analysis of DEGs, we analyzed the relationship between the DEGs and their epigenetic features. To illustrate the issue as comprehensively as possible, we collected data pertaining to histone modification, DNA methylation, and chromatin accessibility of these three stages of embryos from the NCBI Gene Expression Omnibus (GEO). We organized the sequencing data and defined the set of genes with strong epigenetic features in the promoter region. Subsequently, we compared it with the dataset of DEGs regulated by HDACi at each stage in the present experiment, and checked whether there was enrichment between them (Fig. 7). The HDACi-treated embryos exhibited an enrichment effect between the upregulated genes at the 1-cell stage and the highly modified genes of H3K27me3 and H2AK119ub. The enrichment effect observed between the upregulated genes on H3K27me3 and H2AK119ub persisted at the 2-cell stage and appeared on H3K9me3. A more substantial enrichment was detected among the downregulated genes with histone acetylation H3K9ac and H3K27ac. At the 4-cell stage, the enrichment effect corresponding to H3K27me3 in the upregulated genes disappeared, whereas H3K9me3 and H2AK119ub remained. This suggests that genes with certain histone modifications in their promoter region may be more susceptible to the effects of HDACi, with these modifications varying according to the embryonic stage. This phenomenon was attributed to HDAC3 rather than HDAC1/2, as it could also be observed when HDAC3 alone was inhibited.

**Fig. 7:**
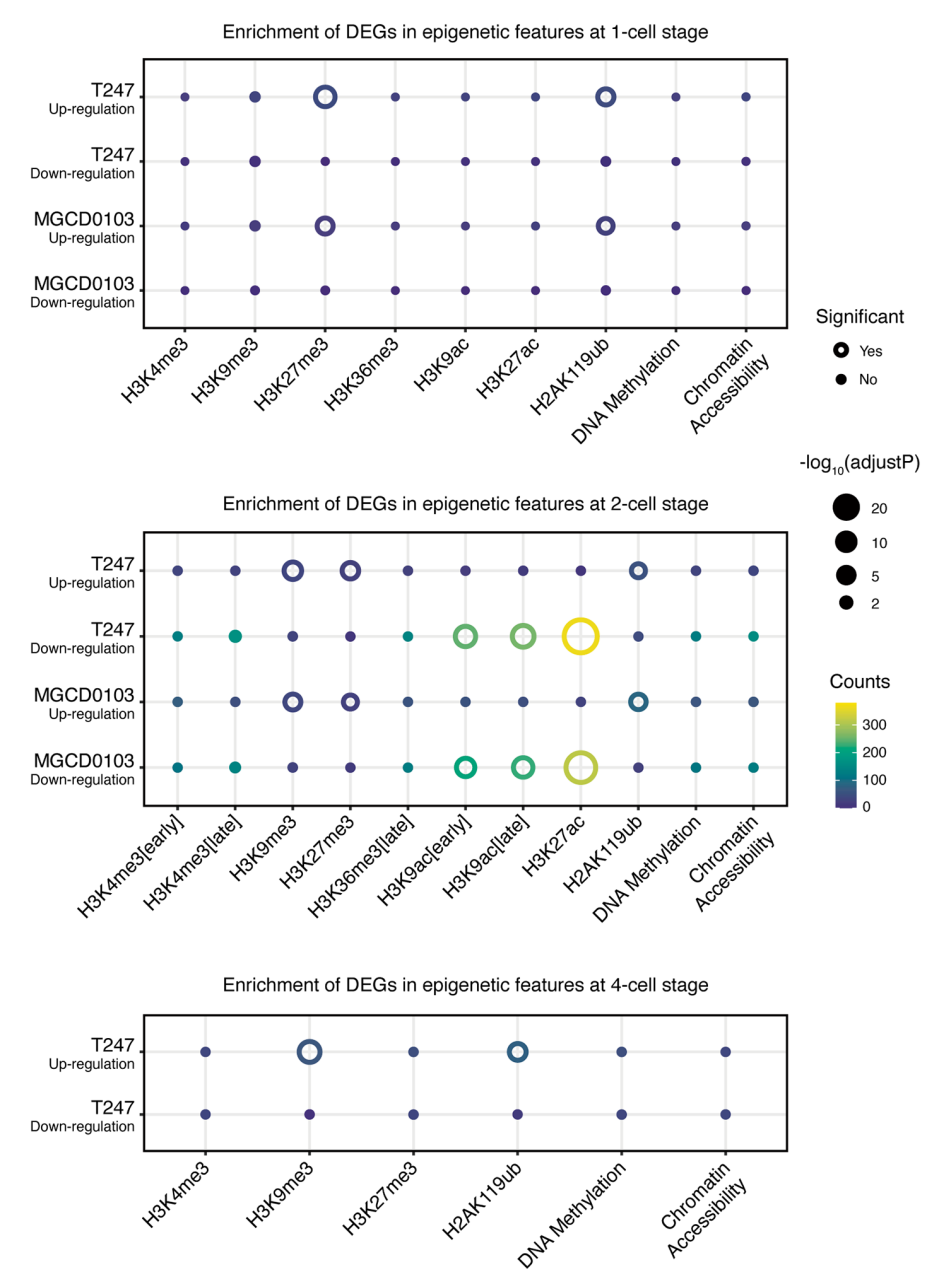
Relationship between the genes affected by HDACi and their epigenetic status. The dot heatmap shows the enrichment of DEGs that are up- or downregulated by the two HDACi at the 1-cell, 2-cell, and 4-cell stage, respectively, in the defined gene set, which exhibited high-level epigenetic modifications in the promoter region. The size of the dots/open circles (outer) represent the negative logarithm of the *P*-value adjusted for multiple testing in the hypergeometric test. An open circle denotes an adjusted *P*-value < 0.01, indicating a significant enrichment effect; otherwise, a point is used to indicate no significant enrichment. The color indicates the number of genes affected by HDACi in the defined high-level epigenetically modified gene set

## Discussion

The present study aimed to investigate the effect of selective HDACi treatment on pre-implantation embryos at the transcriptome level. The results showed that the effects of HDACi treatment on zygotes mainly occurred at the 2-cell stage; the T247 delayed early embryo development, whereas the MGCD0103 treatment prevented embryos to proceed into the 4-cell stage. Further analysis enabled the identification of the specific regulatory targets of the embryonic development triggered by these two HDACi. Moreover, we generated a profile of the biological processes that are affected by HDACi, and investigated the role of HDACi in two stages of ZGA. We inferred the potential main pathways via which HDACs affect gene expression in early embryos based on the transcriptional regulation and epigenetic features of the genes affected by HDACi. Finally, we observed a distinctive response of Hdac7 compared with other HDAC-family genes in early embryos after HDAC inhibition.

Previous studies have shown that treatment with pan-HDACi during the zygote stage inhibits embryonic development and causes arrest at the 2-cell stage [23, 25], which is consistent with the results obtained here using the Class I HDACi MGCD0103. 

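At the 2-cell stage Cdc25c had an LFC of -2.13 with MGCD0103 (adjusted p = 8.19e-08, limma, 3 against 3 arrays) and -1.47 with T247 (adjusted p = 6.79e-06). Cdk1 had an LFC of -1.85 with MGCD0103 (standard error 0.32, adjusted p = 9.17e-05) and of -0.99 with T247 (adjusted p = 0.0140, not a DEG). The other probes of Cdk1 gave -0.56 and 1.38 with MGCD0103, and the mean of its probes -0.47. Ccnb1 rose by 1.47 on the log2 scale with MGCD0103 (adjusted p = 0.00177) and had an LFC of 0.10 with T247. The other probes of Ccnb1 gave -0.21 and 0.18 with MGCD0103, and with the mean of its probes it was not called (0.51).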

In the PPI analysis, we identified Cdc25c (CDC25C), Cdk1 (CDK1), and Ccnb1 (cyclin B1) as hub genes that were affected by MGCD0103 in the cell cycle/division related protein network, with Cdc25c and Cdk1 being significantly downregulated. CDC25C and the CDK1/cyclin B1 complex are the main components of the G2/M DNA damage checkpoint, and their inactivation is a hallmark of cell arrest at the G2/M phase [35, 36]. Therefore, our findings suggest that treatment with MGCD0103 causes an arrest of early embryos at the 2-cell stage by affecting the G2/M DNA damage checkpoint, which is similar to its effect in various cancer cells [26, 37, 38]. Conversely, treatment with the HDAC3-specific inhibitor T247 only yielded a delay in embryonic development at the transcriptional level. Depletion of HDAC3 is typically believed to affect normal DNA repair during the S phase [39, 40]. A previous experiment localized HDAC3 to the mitotic spindle and demonstrated that its absence leads to defects in this structure [41]. 

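Among the hub genes printed for T247, Fignl1 (LFC -2.03, standard error 0.14), Prc1 (-2.004), Kif18b (-1.77), Ska3 (-1.74), Ska1 (-1.73) and Espl1 (-1.64) fell most at the 2-cell stage (3 against 3 arrays). With MGCD0103 the LFC was -1.30 for Fignl1 and -1.03 for Prc1, and it was -1.36 for Kif18b and -1.75 for Ska3. For Ska1 it was -1.85 and for Espl1 -1.42. Ube2c (-1.61), Kif20a (-1.53), Zwilch (-1.53), Ercc6l (-1.52), Cdc20 (-1.51), Kif20b (-1.31), Depdc1a (-1.21), Smc4 (-1.19) and Ndc80 (-1.09) were also DEGs of T247. With T247, Plk1 (-1.15), Nusap1 (-1.12) and Uhrf1 (-1.01) fell below the LFC of a DEG under quantile normalization and under scaling to the 75th percentile. Smc4 (-0.75) and Kif20b (-0.85) did so under quantile normalization alone of these 2, and Ndc80 (-0.85) and Depdc1a (-0.95) under scaling to the 75th percentile. Tpx2 had an LFC of -1.33 but 0.32 on its other probe, and Arhgap11a -1.33 but 0.86 and 1.41 on its other probes, so that its direction was not settled.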

Here, we observed a significant enrichment of genes related to mitotic-spindle organization among the DEGs after T247 treatment, and the hub genes identified in the cell-cycle-related protein network that was affected by T247 were mostly spindle-related genes. This suggests that the cell-development delay caused by the HDAC3-specific inhibitor T247 may be attributed to the impairment of the formation of a functional mitotic spindle. The comparison of the results obtained for the two HDACi allowed us to identify the main reason for the developmental arrest of early embryos at the 2-cell stage induced by the HDACi, i.e., the functional restriction of HDAC1/2, rather than HDAC3.

Our results also indicated that the effects of HDACi treatment on zygotes were most pronounced at the 2-cell stage, with a focus on specific biological processes, such as DNA repair [42], the cell cycle [37, 38, 43], apoptosis [44], energy metabolism [45], and mRNA processing [46], as reported previously in cancer cells. This highlights the critical period of the action of HDACs in early embryonic development, as the embryo undergoes ZGA during this period, thus marking the transition from maternal gene expression to zygotic gene expression [19, 21, 47]. As described in the results, the overall functional effect of HDACi on minor ZGA was difficult to observe. Therefore, our study aimed to identify key genes at minor ZGA stage. Among them, Gadd45g, which was specifically downregulated by MGCD0103, plays a role as an inhibitor of CDK1/cyclin B1 kinase during the G2/M DNA damage checkpoint [48], which suggests that the initial site of action of MGCD0103 treatment in cell-cycle-related processes. Contrary to minor ZGA, HDACi mainly downregulated the genes that were activated in the process of major ZGA, which was consistent with previous research [22, 25]. Our results further indicated that inhibition of HDAC1/2, rather than HDAC3, is the main cause of the activation of downregulated genes during major ZGA; we summarized the four biological processes that are affected by HDACi during major ZGA in Fig. 6b. Similar to the experiment using an HDAC1/2 dominant-negative mutant [25], embryos treated with MGCD0103 also exhibited downregulation of Kdm5b, but were not sensitive to other functional genes that are presumed to regulate ZGA in the mouse, such as Smarca4 (Brg1) and Nfya. This suggests that MGCD0103 treatment has a similar effect on the H3K4me3 histone modification state to that of the HDAC1/2 mutant during the regulation of the ZGA process, whereas it has a unique effect on the expression of several key genes.

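Kdm5b fell at the 2-cell stage with MGCD0103 (LFC -2.78, standard error 0.18, adjusted p = 8.39e-10, limma, 3 against 3 arrays) and with T247 (LFC -1.90, adjusted p = 9.34e-08), and all 4 of its probes fell. Smarca4 had an LFC of 0.19 (adjusted p = 0.101) and Nfya of -0.08 (adjusted p = 0.665) with MGCD0103. With T247 the LFCs were -0.35 for Smarca4 and -0.71 for Nfya.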

Concomitantly, we also observed various unique phenomena triggered by the T247 treatment. For example, in our results, STAT3 was predicted as a potential transcriptional regulator among the genes that were upregulated by the HDAC3-specific inhibitor T247 at both the 1-cell and 2-cell stages, but was canceled in the 4-cell stage, which was not observed for MGCD0103. Previous studies have shown that HDAC3, rather than HDAC1/2, is the main enzyme that can deacetylate STAT3 to suppress the transcription of target genes [49]. This suggests that the HDAC3-specific inhibitor T247 may activate target genes not only by regulating the histone acetylation status, but also by removing non-histone acetylation states, such as STAT3, in early embryos.

Here, we also specifically focused on the unique effect of Hdac7 in the early embryonic response to HDACi. HDAC7 belongs to Class IIa HDACs and its knockout in mice leads to embryonic lethality [50]. Despite the controversy surrounding whether Class IIa HDACs can induce histone acetylation [11], HDAC7 was initially reported as a type of HDAC in mice [51], and the histone deacetylase activity of HDAC7 appears to be dependent on its interaction with HDAC3 [52]. Our results indicate that Hdac7 exhibited sustained upregulation in early embryos with Class I HDAC inhibition, unlike other HDAC-family genes that exhibit no expression differences or cell-stage-specific expression differences. This reflects the unique role of Hdac7 in the response to Class I HDAC inhibition. Because this phenomenon also occurred when HDAC3 alone was inhibited, it may suggest the existence of a compensatory mechanism of HDAC7 when it fails to obtain histone deacetylase activity by HDAC3. Interestingly, in cancer stem cells treated with MGCD0103, HDAC7 was significantly downregulated at the protein level [53], which may suggest a unique feedback mechanism of Hdac7 in early embryos that differs from that observed in cancer cells. Hdac7 has been extensively studied in immune-related cells, with critical roles in T- and B-cell development, lymphocyte activation, and inflammation [54]. However, there is a lack of research on Hdac7 in early embryonic development. Our experiments indicated that the immune-related protein interaction of Hdac7 was present in the HDACi effect as early as the 1-cell stage In the HDACi effect across cell stages, Hdac7 was observed in the high-loading genes that were differentially expressed between the HDACi treatment and control groups; moreover, antigen presentation and T-cell-cytotoxicity-related biological processes were significantly enriched. This suggests an effect of HDAC3 inhibition on immune-related biological processes, which is not affected by changes in early embryonic stages, possibly related to the upregulation of HDAC7.

The polycomb repressive complex (PRC) plays a role in the epigenetic regulation of transcription by modifying histones to silence target genes [55]. The PRC can be classified into two types; PRC1 induces the ubiquitination of the lysine 119 residue on histone H2A [56], whereas PRC2 catalyzes the mono-, di-, and tri-methylation of the lysine 27 residue on histone H3 [57]. The connection between the H2A119ub and H3K27me3 histone modifications can be established through the recruitment of PRC1 to chromatin via the binding of the classic PRC1 component CBX protein to the histone mark H3K27me3 [58], and H2AK119ub1 can guides zygotic deposition of H3K27me3 in mouse early embryos [59]. It has been demonstrated in multiple experiments that HDACs participate in the process of histone modification that is involved in polycomb-protein-mediated silencing by interacting with EZH2, which is the main component of PRC2 [60–63]. Our experimental results showed that genes that were upregulated by both HDACi from the 1-cell to 2-cell stage exhibited significant enrichment in genes with high levels of histone H3K27me3 or H2A119ub modifications in their promoter region. This suggests that the regulation of gene expression by HDACi in early embryos may be achieved not only through changes in the histone acetylation status, but also through the modulation of histone methylation/ubiquitination associated with polycomb proteins by HDAC3 (Fig. S4). Furthermore, the genes that were downregulated by the two HDACi at the 2-cell stage showed a higher level of enrichment in genes with high levels of H3K9ac and H3K27ac histone acetylation in their promoter. This is consistent with previous results from a comparison of transcriptome downregulation data and H3K27ac dynamics after treatment with the pan-HDACi TSA, and is thought to be a secondary effect of HDACi [22]. However, the specific mechanism underlying this phenomenon remain unclear. In summary, based on our experimental findings, we hypothesize that in early embryos treated with HDACi, the upregulated DEGs in the 1-cell and 2-cell stages may activate genes through multiple mechanisms. These include maintaining chromatin acetylation states and influencing other epigenetic modification states via interactions with PRC. We interpret these as direct effects of HDACi (Fig. S4). While in the 2-cell stage, the mechanisms behind the downregulated DEGs are more complex and challenging to explain, and we currently categorize them as indirect effects. However, we have identified certain characteristics within these genes. For instance, functionally, most downregulated genes are associated with major ZGA and weaken activation of zygotic genes (in contrast, the majority of upregulated genes are maternal genes, indicative of maintaining the maternal status of the embryo); epigenetically, genes with higher acetylation modifications in their promoters are more likely to be downregulated after HDACi treatment.

This study analyzes the effects of HDACi on early embryos only at the transcriptome level. Therefore, in our forthcoming research, we plan to design experiments based on these transcriptional characteristics observed after selective HDACi treatment. Our intention is to integrate these findings with HDAC protein experimental data and associated epigenetic modification data, and expand the observation of embryos to the blastocyst stage to enhance the interpretability of timelapse analysis as a way to further explore the specific mechanisms of gene expression regulation involved in selective HDACi treatment.

## Conclusions

Our study provided new insights into the effect of HDACi on early embryonic development at the transcriptome level. Our findings suggest that HDACi have a unique effect during the first two cell cycles of the embryo and can significantly affect ZGA. Furthermore, our results highlighted the differential effect of various selective HDACi and identified specific biological pathways and molecular mechanisms that are affected by HDACi treatment in early embryos. Future studies may integrate epigenetic modification data affected by HDACi, to further elucidate the molecular mechanisms underlying the observed effects and explore the potential applications of HDACi in the field of reproductive medicine.

## Methods

### Mice

All animal experiments were approved by the animal ethics committee of Kyushu University and were performed in accordance with the ARRIVE guidelines [64] and the regulations for animal experiments at Kyushu University. All mice were obtained from Charles River Laboratories Japan and were housed in individually ventilated cages under specific pathogen-free conditions. The animals were maintained on a 12-h light/dark cycle and at a room temperature of 23 to 25 °C and a humidity of 40–60%.

### In vitro fertilization

MII stage oocytes were collected from the oviducts of 8- to 9-week-old B6D2F1 female mice that had been treated with 7.5 IU pregnant mare serum gonadotropin and 7.5 IU human chorionic gonadotropin (ASKA Pharmaceutical). Subsequently, spermatozoa were collected from the cauda epididymis of 15- to 20-week-old ICR male mice. For in vitro fertilization (IVF), MII stage oocytes were placed in human tubal fluid (HTF) medium (Irvine Scientific) supplemented with bovine serum albumin (BSA, Sigma-Aldrich) at 10 mg/ml and were exposed to spermatozoa in which capacitation had been induced by prior incubation for 1 h under a humidified atmosphere of 5% CO_2_, 5% O_2_, and 90% N_2_ at 37 °C in HTF medium supplemented with BSA at 4 mg/ml. At 4 h post insemination (hpi), fertilized oocytes with two pronuclei were subjected to spermatozoa removal using a narrow-bore glass pipette, followed by culturing under a humidified atmosphere of 5% CO_2_, 5% O_2_, and 90% N_2_ at 37 °C in HTF medium containing BSA at 4 mg/ml; they were then covered with liquid paraffin (Wako).

### HDAC inhibition assay

Four hours after insemination by IVF, as described above, followed by the removal of surrounding spermatozoa from the fertilized oocytes using a narrow-bore glass pipette, zygotes were cultured for 6 h in HTF medium supplemented with BSA at 4 mg/ml and 10 µM MGCD0103 (Selleck Chemicals) or T247 [27], which are inhibitors of HDACs. The zygotes treated with HDACi were further cultured under the same conditions as the normal zygotes.

### Microarray data acquisition

The zygotes obtained after IVF were collected at 12, 24, and 48 hpi, and categorized as 1-cell stage, 2-cell stage, and 4-cell stage embryos, respectively. Total RNA was isolated and purified from 100 embryos using a PicoPure RNA Isolation Kit (Arcturus). cRNA was amplified and labeled using a Low input Quick Amp Labeling Kit (Agilent Technologies) and hybridized to a 60 K 60-mer oligomicroarray (SurePrint G3 Mouse Gene Expression Microarray 8 × 60 K; Agilent Technologies), according to the manufacturer’s instructions. The hybridized microarray slides were scanned using an Agilent scanner. The scanned images were processed using the Feature Extraction Software (version 9.5.1.1, Agilent Technologies), to calculate the relative hybridization intensity and background hybridization values using default parameters.

### Data processing

The raw signal intensities and flags for each probe were calculated from the hybridization intensities and spot information according to the procedures recommended by Agilent Technologies. Only spots with a signal flagged as “positive and significant” were used in the analysis. The remaining spots were processed as missing values. Probes with at least one valid value in three biological replicates were considered as valid detections. Probes that were valid detections in each condition were retained. Based on the evaluation criteria used in a previous study of microarray data [65], we evaluated the effectiveness of various missing value imputation methods on this experimental data (not shown), and ultimately selected the robust imputation method [66] to fill-in missing values. The probes were annotated using the annotation file (releases 2020.09.16) supplied by Agilent. In cases in which one gene corresponded to multiple probes, that with the highest signal intensity was selected as the representative probe. The signal intensity transformed by log2 was used in the subsequent analysis. Next, we used the quantro R package (version 1.32.0) [67] to evaluate global differences and detected a statistically significant change across condition groups (*P*-value < 0.01, 10 000 simulations). Therefore, smooth quantile normalization [68] was utilized for data normalization while preventing global modification.

### Principal component analysis

We performed a PCA of the normalized data using the prcomp function in R (version 4.2.0) [69], and generated a scree plot to determine the optimal number of principal components for retention. A 3D PCA plot was created using the scatterplot3d R package (version 0.3–44) [70].

### Differentially expressed genes

We used the normalized data as input for the limma R package (version 3.54.2) [71], and applied the least squares method to fit a linear model. Subsequently, we calculated the DEGs between the two conditions in all pairwise comparisons. The threshold for DEGs was set as|log2(FoldChange)| ≥1 and adjusted *P* < 0.05.

### Enrichment analysis

We utilized the clusterProfiler R package (version 4.6.2) [72] for enrichment analysis, and selected all terms from the GO database [73] as enrichment targets. Specifically, for the ordered set of all genes (e.g., based on the ranking of principal component loading), we performed a GSEA [74] and considered GO terms with an adjusted *P*-value < 0.05 and a|normalized enrichment score (NES)| ≥1 as being significantly enriched. For the specific gene sets (e.g., the DEG sets), we performed a statistical enrichment analysis and considered GO terms with an adjusted *P*-value < 0.05 as being significantly enriched. The redundancy was removed from the obtained enrichment GO term using the REVIGO online tools [75].

### Cluster analysis of DEGs

Before performing the cluster analysis, we utilized the factoextra R package (version 1.0.7) [76] to compute the Hopkins statistic. Data with a Hopkins statistic value < 0.75 were considered to exhibit a uniform distribution or lack statistically significant clusters. The optimal number of clusters was determined using the elbow method, which involves computing the within sum of squares, and were further validated using the gap statistic method. Subsequently, hierarchical clustering was performed using the ward.D2 method from the hclust function in R (version 4.2.0) [69], and the DEG expression data were grouped according to the determined optimal number of clusters.

### Prediction of transcription factors

We employed the iRegulon app (version 1.3) [77] with default parameters to predict TFs that are potentially involved in the upregulation of genes under the effects of HDACi (the threshold was set at NES > 3).

### Protein–protein interaction network construction and module analysis

Using the Cytoscape software (version 3.9.1) [78], we accessed and utilized the STRING database resource [79] to establish large-scale PPI networks based on the physical and functional associations between the proteins corresponding to the DEGs. Subsequently, we employed the MCODE plugin [80] with default parameters to identify potential functional modules (i.e., complexes of proteins that may share similar functions or participate in common biological processes) from the PPI network. The network graphs of modules were generated using the Cytoscape software (version 3.9.1) [78].

### Identification of hub genes

We employed cytoHubba [81], a plugin in the Cytoscape software (version 3.9.1) [78], to explore hub genes within the modules. Specifically, we used four local-based methods (Degree, MNC, DMNC, and MCC) to evaluate the importance of the nodes represented by each gene in the biological network. These methods generated rankings, which were then integrated using the RobustRankAggreg R package (version 1.2.1) [82], to obtain a comprehensive ranking of gene importance. Finally, the top two ranked genes were considered as hub genes within the modules.

### Visualization of the GO terms network

We identified numerous enriched GO terms among the thousands of DEGs assessed here, even after the removal of redundancy. It was challenging to intuitively understand these remaining GO terms. Therefore, we developed a visualization network that provided a comprehensive and intuitive representation of the relationships among the enriched biological processes. Specifically, as the input in this analysis, we used the biological process section of the enriched results after redundancy reduction. We calculated the Jaccard coefficient to represent the relationships between two enriched GO terms, and all the resulting Jaccard coefficients were then aggregated into an adjacency matrix, which served as the input for cluster analysis. We then assessed the clustering potential, inferred the optimal number of clusters, and performed clustering on the adjacency matrix data using the K-median method. Clusters with an average Jaccard coefficient < 0.05 were merged and labeled as “not categorized.” Subsequently, based on the adjacency matrix, we constructed network data using the GO terms as nodes and the Jaccard coefficients as weighted edges. We applied the Fruchterman–Reingold layout algorithm to compute the layout of the network, and removed outlier nodes from the layout. Finally, using the igraph R package (version 1.4.3) [83], we visualized the network data. In this visualization, the size of the nodes was controlled by the negative logarithm of the *P*-value in the enrichment analysis and the color of the nodes was determined by the clustering groups, whereas the thickness of the edges was controlled by the strength of the association between the GO terms. Furthermore, when one GO term was a subset of another, the edges were marked in brown, as Jaccard coefficients are not able to fully capture the concept of complete set inclusion.

### Annotation of GO-term clusters

We primarily utilized the tidytext R package (version 0.4.1) [84] for text mining and term frequency calculation to annotate the clusters of GO terms. Specifically, we downloaded the complete set of GO-term data (releases 2022.10.07) [73], and used the “definitions” of each GO term in the obo file as the corpus. We applied the TF-IDF algorithm to calculate the representative vocabulary for each GO term. Subsequently, in combination with the N-gram model, we performed term frequency calculations on all GO names within each GO-term cluster. The final list of words/phrases was re-scored based on three features: (1) the term frequency, (2) the lowest *P*-value associated with their occurrence in the GO term name, and (3) whether they were representative terms for that GO term. For each GO-term cluster, the most suitable annotation was selected from the top three candidates with the highest scores.

### Classification of pre-implantation embryonic genes

We classified the genes based on the programmed waves of pre-implantation embryos [19]. Specifically, we referenced previous research [85] and employed the fuzzy c-means clustering algorithm from the Mfuzz R package (version 2.58.0) [86] to perform soft clustering (which is suitable for analyzing temporal microarray data) on the data of MII oocytes, zygotes, 2-cell and 4-cell stage embryos. According to the expression patterns observed in the clustering results (Fig. S5), the genes in clusters 6, 9, 10, 17, 22, and 23 were defined as “maternal genes”; the genes in clusters 5, 12, 14, and 24 were defined as “minor ZGA genes”; the genes in clusters 1, 15, and 25 were defined as “major ZGA genes”; the genes in clusters 7, 13, 19, and 21 were defined as “MGA (mid-preimplantation gene activation) genes”; and the genes in the remaining clusters were labeled as “other genes.”

### Association analysis of DEGs and their inherent epigenetic modification features

The histone modification data (H3K4me3 [87] from GSE71434, H3K9me3 [88] from GSE98149, H3K27me3 [89, 90] from GSE76687 and GSE73952, H3K36me3 [91] from GSE112834, H3K9ac [92] from GSE143523, H3K27ac [22, 93] from GSE72784 and GSE207222, and H2AK119ub [94] from GSE153531), chromatin accessibility and DNA methylation data [95] from GSE136718 were processed separately according to the data source paper workflow, to obtain BED files. Because the subsequent analyses relied solely on the ranking of genes within each dataset, no normalization correction was applied to the histone modification data. The data were annotated using GRCm39 (musculus annotation release 104) [96]. The promoter region of histone modification data was uniformly defined as TSS −/+1 kb, whereas the definitions of the original paper were retained for chromatin accessibility data and DNA methylation data, i.e., TSS − 200 b/+100 b and − 1 kb/+0.5 kb, respectively. The scores within the promoter region of each gene were summed to obtain the corresponding feature intensity. One thousand genes with the highest intensity in each data were defined as genes with a strong association of the feature (the number of genes defined according to this criterion was not strict, as we also reached similar conclusions using definitions based on 500 or 2000 genes). We ran a hypergeometric test between DEGs and the gene set that was strongly associated with the feature under the same embryo stage. Finally, adjusted *P* < 0.01 was used as a threshold to determine whether there was an enrichment effect between the DEGs and the corresponding feature gene sets.

### Statistical analysis and visualization

All statistical calculations were performed in R (version 4.2.0) [69]. The *P*-value was adjusted using the Benjamini–Hochberg method in multiple hypothesis tests, and was recorded as adjusted *P*.

If not specified otherwise, all images were generated using the ggplot2 R package (version 3.4.2) [97].

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

Supplementary Material 8

Supplementary Material 9

Supplementary Material 10

Supplementary Material 11

Supplementary Material 12

Supplementary Material 13

## Data Availability

The datasets generated during the current study are available in the GEO repository, the accession number GSE238124. The datasets supporting the conclusions of this article are included within the article and its additional files. Further information and requests for datasets and scripts generated in the present study should be directed to and will be fulfilled by the Lead Contact, Mikita Suyama ().

## Abbreviations

BSA: Bovine serum albumin
DEG: Differentially expressed gene
GEO: Gene expression omnibus
GO: Gene ontology
GSEA: Gene set enrichment analysis
GV: Germinal vesicle
HAT: Histone acetyltransferase
HDAC: Histone deacetylase
HDACi: HDACs inhibitor
hpi: Hour post insemination
HTF: Human tubal fluid
IVF: In vitro fertilization
MGA: Mid-preimplantation gene activation
MII: Metaphase II
MZT: Maternal-to-zygotic transition
NES: Normalized enrichment score
PCA: Principal component analysis
PPI: Protein–protein interaction
PRC: Polycomb repressive complex
TF: Transcription factor
ZGA: Zygotic gene activation

# Supplementary material for: The impact of selective HDAC inhibitors on the transcriptome of early mouse embryos
**Source:** BMC Genomics. 2024 Feb 5;25:143. doi: 10.1186/s12864-024-10029-3
**Supplement:** Supplementary file 1 — Supplementary Material 1

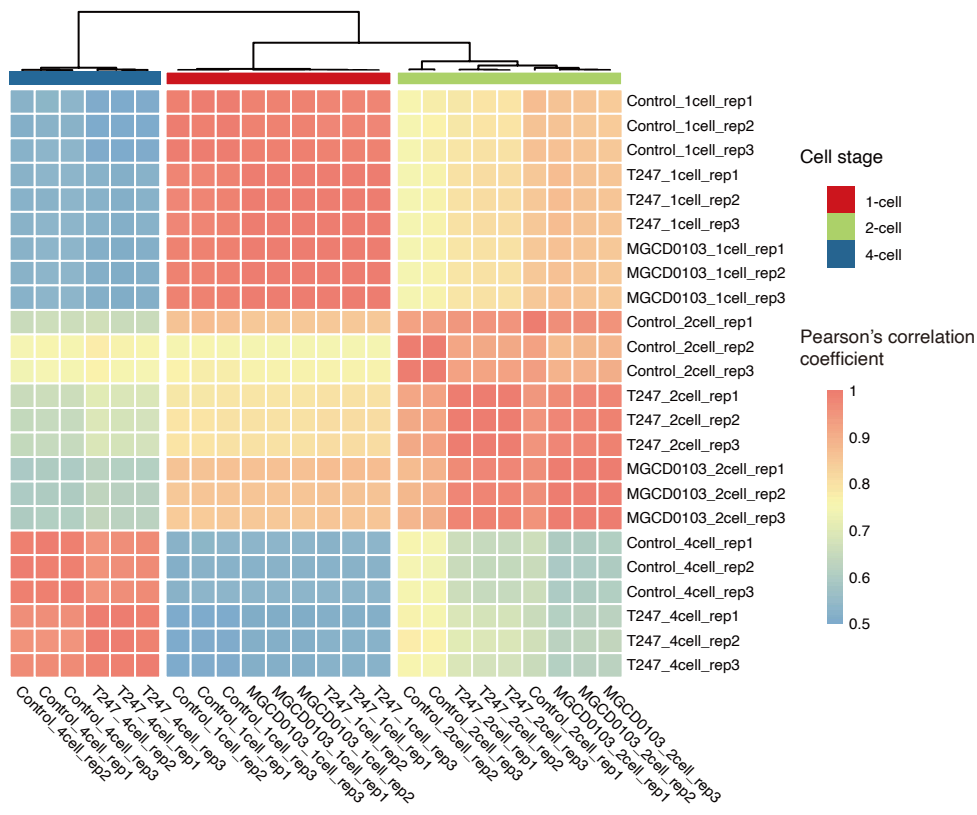

**Fig. S1. Correlation of all samples.** The heatmap shows the correlations between all pairs of samples. Hierarchical clustering was performed only in the vertical direction, and different cell stage data were annotated with different colors below the clustering tree.

# Supplementary material for: The impact of selective HDAC inhibitors on the transcriptome of early mouse embryos
**Source:** BMC Genomics. 2024 Feb 5;25:143. doi: 10.1186/s12864-024-10029-3
**Supplement:** Supplementary file 2 — Supplementary Material 2

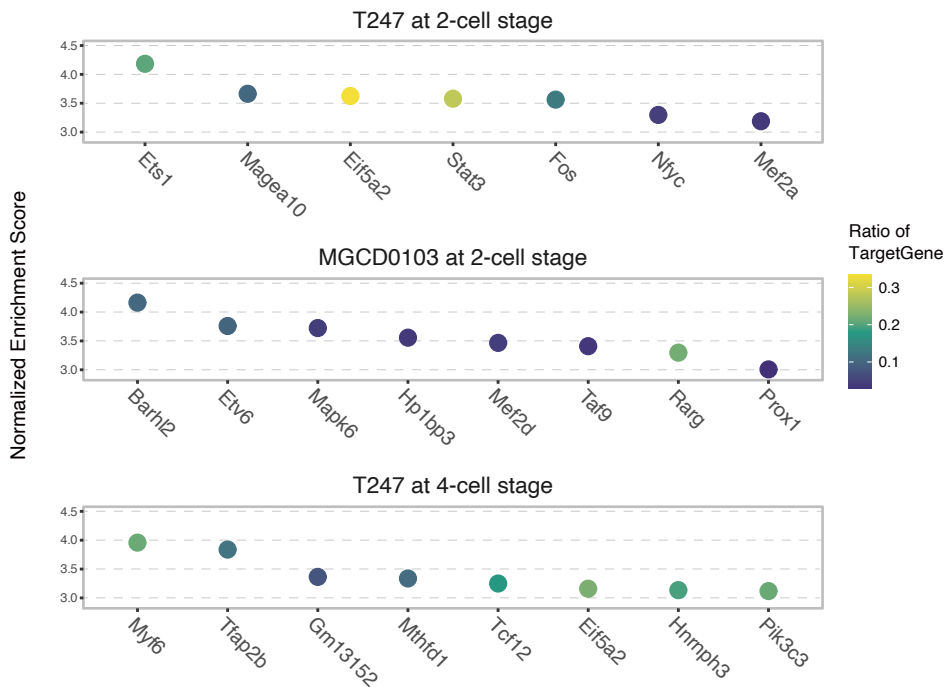

**Fig. S2. TFs predicted to regulate DEGs.** The plot shows results of predicted TFs that regulate DEGs at 2-cell and 4-cell stage using the same display approach as in figure 2c.

# Supplementary material for: The impact of selective HDAC inhibitors on the transcriptome of early mouse embryos
**Source:** BMC Genomics. 2024 Feb 5;25:143. doi: 10.1186/s12864-024-10029-3
**Supplement:** Supplementary file 3 — Supplementary Material 3

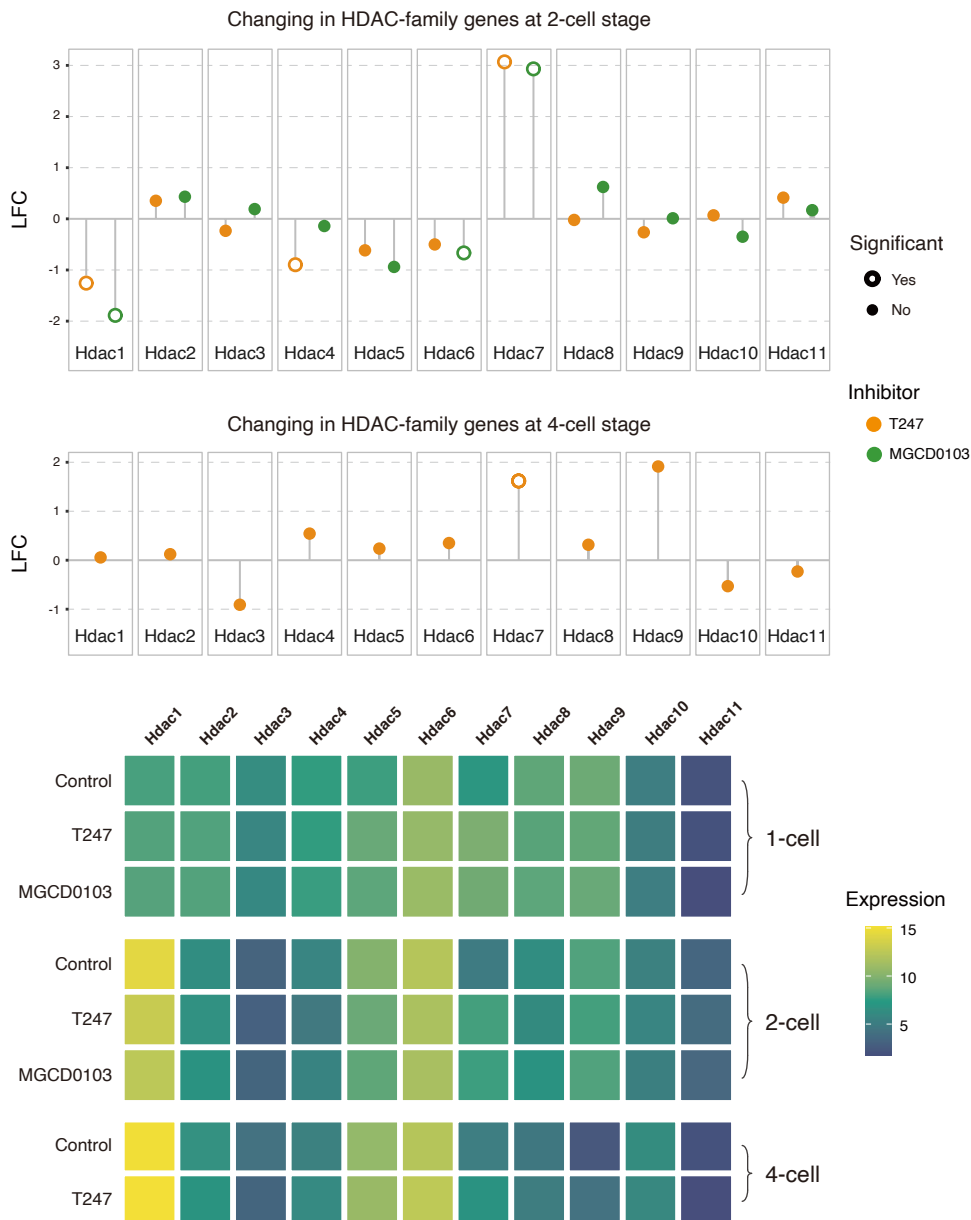

**Fig. S3. Expression of HDAC-family genes after HDACi treatment.** The lollipop plots above the figure show differential expression results of HDAC-family genes after HDACi treatment at 2-cell and 4-cell stage using the same display approach as in figure 2f. The heatmap below the figure shows the absolute expression of HDAC-family genes after HDACi treatment at the 1-cell, 2-cell, and 4-cell stages.

# Supplementary material for: The impact of selective HDAC inhibitors on the transcriptome of early mouse embryos
**Source:** BMC Genomics. 2024 Feb 5;25:143. doi: 10.1186/s12864-024-10029-3
**Supplement:** Supplementary file 4 — Supplementary Material 4

### Enzymatic mechanism of histone deacetylation

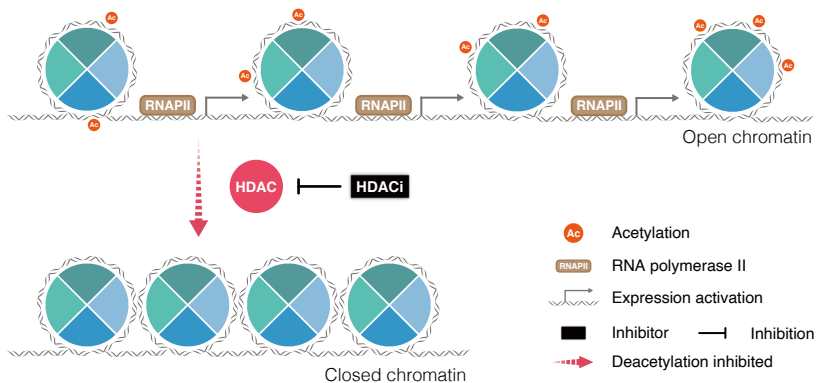

## Deacetylase-independent mechanism

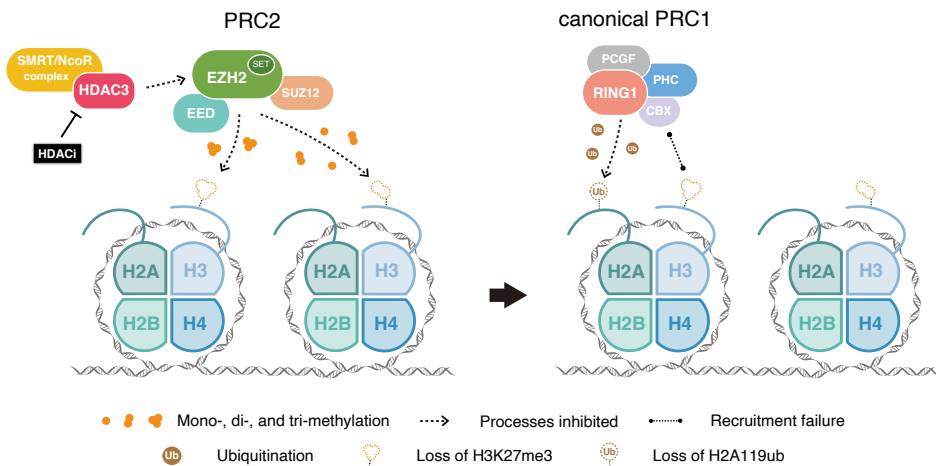

**Fig. S4. Potential mechanisms of gene upregulation in early embryos after HDACi treatment.** The figure shows the potential mechanisms of gene activation in early embryos due to the direct effects of HDACi. The first mechanism involves HDACi maintaining an open chromatin state by inhibiting the deacetylase activity of HDACs, thereby activating gene expression. The second mechanism operates through the prevention of the non-enzymatic recruitment of PRC2 by HDAC3, leading to a reduction in the deposition of the gene silencing markers H3K27me3 and H2A119ub at gene promoters, consequently upregulating gene expression. SMRT, silencing mediator of retinoic acid and thyroid hormone receptor; NCoR, nuclear receptor co-repressor 1; EZH2, enhancer of zeste homologue 2; EED, embryonic ectoderm development protein; SUZ12, suppressor of zeste 12 homologue; RING1, really interesting new gene 1 finger protein, functioning here as an E3 ubiquitin ligase; CBX, chromobox protein; PHC, polyhomeotic protein; PCGF, polycomb group RING finger protein.

# Supplementary material for: The impact of selective HDAC inhibitors on the transcriptome of early mouse embryos
**Source:** BMC Genomics. 2024 Feb 5;25:143. doi: 10.1186/s12864-024-10029-3
**Supplement:** Supplementary file 5 — Supplementary Material 5

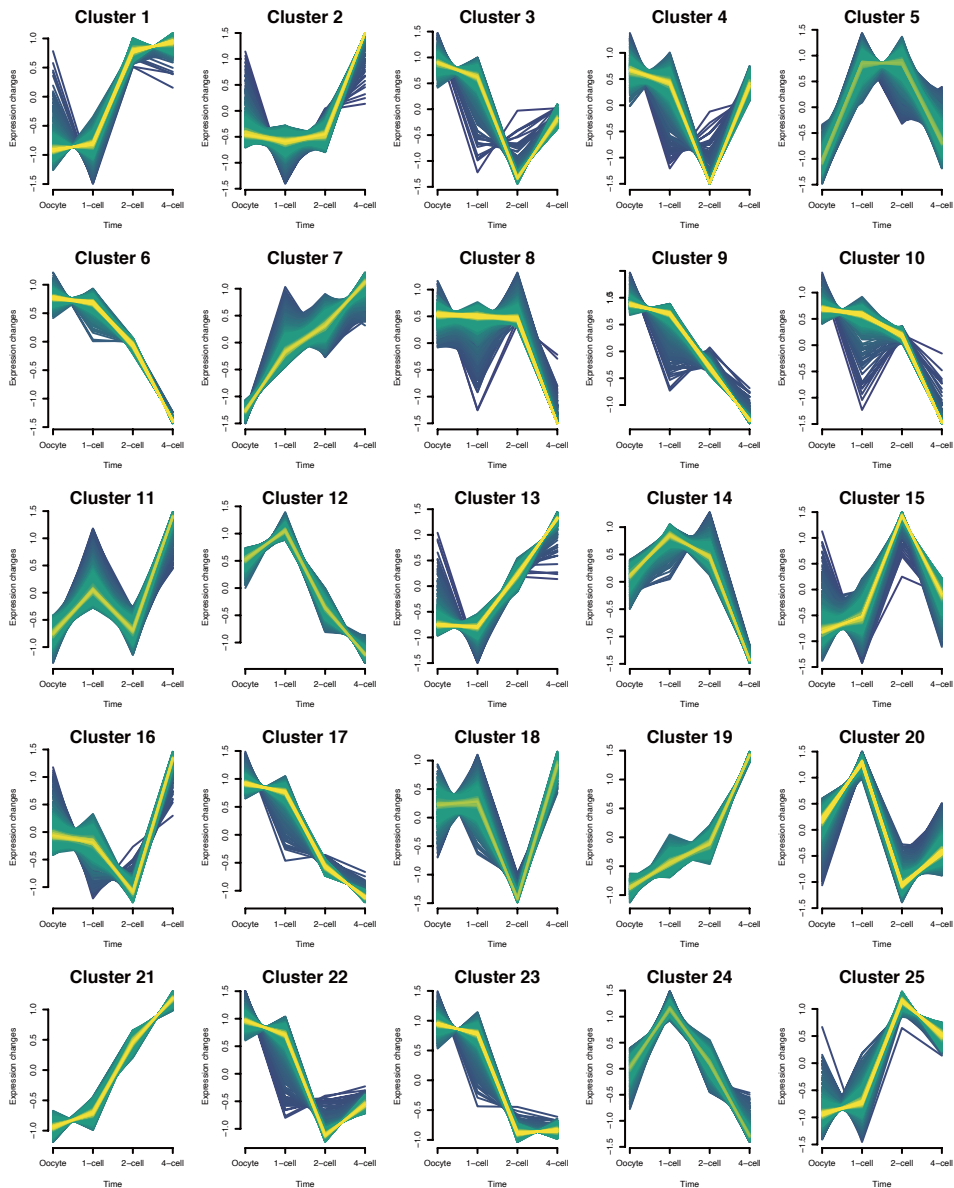

**Fig. S5. Results of Mfuzz analysis of temporal gene expression patterns.** The line plots show the trend of temporal expression changes in the four stages before and after fertilization, which are then divided into 25 different clusters.

How the deposited data were processed for this re-analysis (not part of the article)

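The measurements were microarray signals of mouse oocytes and embryos, 39 arrays in all, each with RNA from 100 oocytes or embryos. The 24 arrays of control, T247-treated and MGCD0103-treated embryos at the 1-cell, 2-cell and 4-cell stages made up 8 conditions with 3 arrays each. The other 15 arrays held untreated GV and MII oocytes, 8-cell embryos, morulae and blastocysts, and were used for the PCA of all stages and for checks of the control slides. Stage, treatment and replicate number of each array were taken from the labels of the deposited records.

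The authors hybridized Cy3-labelled cRNA to 1-colour Agilent mouse arrays, scanned them and extracted the spots with Agilent Feature Extraction. The paper's Methods name version 9.5.1.1 of that software. The intensity values that the authors deposited were background-subtracted and detrended within each array by this software, with low signals replaced by a surrogate, and were not normalized between arrays. The deposited files also hold the raw mean intensity of each spot, its local background intensity and flags for positive and significant signals, for signals well above background and for saturation. The log2 values of the authors' series matrix came from spots with positive and significant signals, with missing spots filled in and smooth quantile normalization applied by the authors, and they served here only as an alternative. Each array had 59305 spots for 55681 probes, and 0 spots were saturated. Between 62.4 and 77.3% of the signals on an array were positive and significant and between 44.4 and 58.3% well above background. The number of arrays, 3 per condition, limits the precision.

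Probes were named by their RefSeq or other accession (27318 probes), by their symbol (3527) or by a synonym (553), and 24283 probes without a current gene name were left out. A probe was kept when its signal was positive and significant on at least 1 of 3 arrays in each of the 8 conditions, which removed 22825 probes. The remaining 21527 probes with a gene name measured 15992 genes, each represented by its brightest probe. Signals that were not positive and significant, 2.78% of the values, were treated as missing and filled in from a robust covariance of the arrays, with the 10% of genes farthest from the centre left out. When known values were hidden, the fill-in had a median error of 0.0978 on the log2 scale. Few filled-in values lay above the median measured value of their array, 5 of 2954 on the T247 and control arrays of the 1-cell stage and 0 of 1726 on those of the 2-cell stage. Smooth quantile normalization and this fill-in were written for this work, because the packages that the paper names were not installed.

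The log2 values were fitted with limma 3.58.1 in R 4.3.3 over the 24 arrays and 8 conditions with moderated variances (median total degrees of freedom 18.7) and Benjamini-Hochberg adjustment within each comparison. A DEG had an LFC of at least 1 in size and an adjusted p below 0.05. The comparisons were each HDACi against the control of its stage, both HDACi pooled against the control, MGCD0103 against T247, and the change in LFC from the 1-cell to the 2-cell stage. The packages data.table 1.17.8, statmod 1.5.0 and e1071 1.7.16 were used for reading, for the slide as a random block and for fuzzy c-means. The limma fit and the calls were tested on simulated data, made of normalized group means with independent noise for each value. In these data they recovered between 95.5 and 97.5% of the changed genes and called between 3 and 7 unchanged genes in the 5 comparisons. Filtering and normalization were not rerun there. No deviation of a whole array, such as that of 2-cell control replicate 1, was simulated, so these numbers give no error rate for the real 2-cell calls.

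Where the dimmer group of a named gene was not well above background on all of its arrays, only a lower bound of the fold change was printed. No fold change was printed where both groups were dim. The LFC of Rgs16 with MGCD0103 and values under other settings or with a replicate left out were printed without this rule. Positions along development were projections on the line between the mean 1-cell and 4-cell control arrays, compared by exact permutation. Gene clusters were made by hierarchical clustering (Ward) of the standardized values of the DEGs on the arrays of a stage. Major ZGA genes were chosen by a rule on control arrays, and their shares were compared by Fisher's exact test. Gene families were tested by camera, with a correlation of 0.01, and by fry. Probes outside the detection filter were compared by whether their signal was well above background on all 3 arrays of one group and on none of the other.

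The genes named in the text are those that the paper names with a statement on expression, those printed in Fig. 2d, 3d, 3e and 6b, the first-ranked hub genes of Fig. 5, and in each comparison the 3 DEGs with the largest rise and the 3 with the largest fall among those without overlap between treated and control arrays. Genes of this list that did not pass the detection filter were fitted only where the filter was dropped or loosened.

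Alternatives set before the data were examined covered the scaling between arrays, the background correction, the detection filter, the choice of probe, the arrays in the fit, a replicate block, the slide as a random block, array weights, the moderation of the variances and the definition of a DEG. Each replicate was also left out in turn. Fits with all array names instead of current gene names and the stage interaction of MGCD0103 were added after the files had been seen. Simulations of unchanged groups drew 100 data sets with shared controls. A first version of these simulations used a noise term that had not been planned, and it was replaced by the planned one after its output had been seen. How a simulated data set with no DEG on one side was counted was settled after that.

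The enrichment of GO terms, the protein networks, the prediction of regulators and the epigenetic comparisons of the paper were not rerun, and data from other studies that the paper used were not analysed here. Supplementary Tables S4 and S5 were held only in part, so gene values of the paper at the 2-cell stage were compared only for the genes in that part.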

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

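The tests in this part were chosen before the results they measure were seen, except that the tests of a slide difference common to both stages, on the genes whose change differs by stage and on the genes called at both stages, and the verdict on the splits of the stage interaction were set after the results had been seen. Treated and control embryos were on different slides, so a difference between slides or scans could not be separated from treatment by a fit that compares them directly.

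The change after T247 differed between the 2-cell and 1-cell stages for 3071 genes, and the change after MGCD0103 for 3391 genes. These genes were called by a test of the difference itself, the interaction of treatment and stage in limma. Of 100 splits of the arrays within stages, 9 for T247 and 8 for MGCD0103 called as many genes, the real split included. These were all splits that kept the 2-cell groups whole or exchanged them fully, which 10 of the 100 do by design, and they called up to 5503 genes for T247 and 5188 for MGCD0103. The share of such splits is fixed by the design, so this count cannot exclude chance and is no evidence for it. The 90 splits that broke up the 2-cell groups called at most 1984 genes for T247 and 1673 for MGCD0103, with a median of 0.

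A slide or scan difference that adds the same amount to a probe at every stage would give equal LFCs at both stages. The 1-cell and 2-cell arrays of each HDACi were on 1 slide and the control replicates of both stages on the same slides, so that such an amount drops out of the interaction. Of the genes called at the 2-cell stage, 2293 for T247 and 2771 for MGCD0103 were also called by the interaction, and 1670 and 1936 of them were well above background on all 12 arrays. This slide difference was therefore argued against as the cause of the changes that differ by stage. For the genes called at both stages it cannot be told apart from treatment, since 416 for T247 and 329 for MGCD0103 changed in the same direction and were not called by the interaction. The LFCs of the 1-cell and 2-cell stages correlated at 0.363 for T247 and at 0.218 for MGCD0103. The slide difference seen among control arrays of 5 other stages correlated at -0.196 with the pooled LFC at the 1-cell stage, which left it open there. A slide difference that acts unequally on the stages was not tested. Embryos at the 2-cell stage undergo major ZGA, and a response to HDACi that differs by stage stays open as the biological explanation.

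Outside the detection filter, some probes were well above background on all 3 arrays of a treated group and on none of the 3 control arrays of its stage. There were 169 such probes for T247 and 124 for MGCD0103 at the 1-cell stage, 437 and 408 at the 2-cell stage and 288 for T247 at the 4-cell stage. The paper's filter leaves these probes out, since it asks for a signal in every condition. The reverse pattern, off after treatment, was found for 5 and 1 probes at the 1-cell stage, 49 and 88 at the 2-cell stage and 31 for T247 at the 4-cell stage. T247 and MGCD0103 shared 29 of these genes at the 1-cell stage (66 and 50 genes on) and 189 at the 2-cell stage (280 and 255 genes on).

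For these probes only the real split, 1 of 10, gave as many at the 1-cell stage and 1 of 10 at the 2-cell stage, and 3 arrays against 3 cannot exclude chance because the share is never under 0.1. The largest number of such probes in any other split was 19 for either HDACi at the 1-cell stage, 74 for T247 and 106 for MGCD0103 at the 2-cell stage and 15 for T247 at the 4-cell stage. A lower background on the treated slides may turn dim probes on, and its effect was not separated from treatment because the slides differ. When a positive and significant signal was used instead, 635 probes were on and 142 off for T247 at the 1-cell stage. Induction of silent genes by HDACi stays open as the biological explanation.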

How the results depend on the processing

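The alternatives named here were set before the data were examined, except the fit with all array names and the stage interaction of MGCD0103, which were added after the files had been seen. The 77 summary results and 289 results for single genes were recomputed under each alternative that applied to them, and values that stayed close to those at the claims are not repeated. The results for single genes were mostly stable. Across the alternatives 4574 gene values kept their side of the DEG threshold, 165 lost a call, 45 gained one and 6 reversed. A value that was not called could change sign and still count as unchanged, as for Gata2 with MGCD0103 at the 1-cell stage. Its LFC was 0.11 and ranged from -0.16 to 0.33 over all settings. With 1 replicate left out at a time, 1656 gene values stayed the same, 46 lost a call, 15 gained one and 5 reversed. Testing against an LFC of 1 by treat in limma lost the most gene calls (64), and normexp background correction lost 18.

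The number of DEGs depended on how low signals were handled. Normexp background correction lowered it to 362 for T247 and 240 for MGCD0103 at the 1-cell stage, to 2291 and 2696 at the 2-cell stage and to 1052 for T247 at the 4-cell stage. Both HDACi pooled then gave 290 DEGs at the 1-cell stage and 2304 at the 2-cell stage. MGCD0103 against T247 gave 8 and 280, and the stage interaction of T247 gave 1975. Normexp adds an offset that shrinks the fold changes of dim probes, and whether this explains the drop was not tested. Keeping only probes well above background left 10977 genes and gave 522 and 348 DEGs at the 1-cell stage, 2878 for MGCD0103 at the 2-cell stage and 1528 for T247 at the 4-cell stage. With that filter the pooled counts were 420 and 2560, and MGCD0103 against T247 gave 17 and 504. The authors' series matrix, with 10830 genes, gave 543 and 340 DEGs at the 1-cell stage, 2625 and 2823 at the 2-cell stage and 1497 for T247 at the 4-cell stage. Its pooled counts were 425 and 2503, and its counts for MGCD0103 against T247 were 4 and 489. Fewer genes were tested in these fits.

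The definition of a DEG moved the counts by construction. By the adjusted p alone there were 3304 DEGs for T247 and 2158 for MGCD0103 at the 1-cell stage, 8619 and 9014 at the 2-cell stage, 7456 for T247 at the 4-cell stage, and 3444 and 9080 for both HDACi pooled. MGCD0103 against T247 then gave 68 and 5589, and the stage interaction of T247 gave 5186. Testing against an LFC of 1 left 139 and 73 DEGs at the 1-cell stage, 1136 and 1501 at the 2-cell stage, 559 at the 4-cell stage, and 134 and 1462 for both HDACi pooled. In that test MGCD0103 against T247 gave 0 and 7, and the stage interactions gave 431 for T247 and 954 for MGCD0103. Counting all array names, a larger number of tested names, gave 2258 and 1431 DEGs at the 1-cell stage, 4328 for T247 at the 4-cell stage, 1775 for both HDACi pooled at the 1-cell stage and 72 for MGCD0103 against T247.

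The arrays in the fit and the model mattered most for MGCD0103 against T247. Fitted by limma to the arrays of the stage alone, this comparison gave 0 DEGs at the 1-cell stage and 630 at the 2-cell stage. At the 1-cell stage it gave 12 with the slide as a random block and 184 with array weights. Array weights also raised the stage interactions to 4821 for T247 and 5644 for MGCD0103, and the iteration that estimates the weights gave a convergence warning. With the replicate number as a replicate block, the counts were 1035 and 641 at the 1-cell stage, 3949 and 4380 at the 2-cell stage and 2823 for T247 at the 4-cell stage. Deviations of treated and control arrays with the same replicate number correlated at most at 0.212 (T247 or MGCD0103, any stage), and the numbers were not taken as pairs. For these shifts the cause was not tested.

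The share of upregulated DEGs followed the scaling. Quantile normalization gave 72.2% for MGCD0103 at the 1-cell stage, 77.7% for both HDACi pooled at that stage and 49.9% for T247 at the 2-cell stage. Scaling to the 75th percentile gave 66.5% for MGCD0103 and 74.8% for both HDACi pooled at the 1-cell stage. With this scaling the majority reversed for T247 at the 2-cell stage (52.8% up), for both HDACi pooled at the 2-cell stage (50.7% up) and for T247 at the 4-cell stage (49.6% up). Keeping only probes well above background gave 24.1% for T247 and 28.0% for both HDACi pooled at the 2-cell stage, and the series matrix gave 23.2% and 26.8%. Normexp background correction gave 32.6% for MGCD0103 and 27.6% for both HDACi pooled at the 2-cell stage. By the adjusted p alone the share was 60.3% for T247 and 65.8% for both HDACi pooled at the 1-cell stage and 51.5% for T247 at the 4-cell stage. Testing against an LFC of 1 gave 97.1% for T247 and 95.9% for MGCD0103 at the 1-cell stage, 31.3% for MGCD0103 at the 2-cell stage and 76.0% for T247 at the 4-cell stage. For the shares the cause was not tested.

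The number of DEGs shared by T247 and MGCD0103 at the 1-cell stage was 221 with normexp background correction, 305 with probes well above background, 306 in the series matrix, 1749 by the adjusted p alone and 71 when tested against an LFC of 1. For the 2-cell stage it was 1690 with normexp background correction, 1856 in the series matrix, 6157 by the adjusted p alone and 791 when tested against an LFC of 1. In each case the counts of both comparisons had moved in the same direction, and beyond this the cause was not tested.

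Correlations between arrays depended on the probes kept. The correlation of the 1-cell and 4-cell controls was 0.614 with normexp background correction, 0.488 with probes well above background, 0.737 with no filter, 0.678 with probes detected in at least 1 condition, 0.612 with the mean of probes and 0.526 in the series matrix. For the 1-cell and 2-cell controls it was 0.783 with probes well above background, 0.883 with no filter and 0.795 in the series matrix, and for the 2-cell and 4-cell controls 0.698, 0.854 and 0.727. Control and T247 of the 2-cell stage correlated at 0.926 with probes well above background, 0.955 with no filter and 0.930 in the series matrix. Normexp background correction gave 0.989 for control and T247 and 0.992 for control and MGCD0103 at the 1-cell stage, 0.975 for control and T247 at the 4-cell stage, and 0.997 and 0.984 for T247 and MGCD0103 at the 1-cell and 2-cell stages. The 1-cell correlation of T247 and MGCD0103 was 0.9922 with the processed signal as given, 0.9957 with probes well above background, 0.9918 with no filter, 0.9914 with probes detected in at least 1 condition and 0.9962 in the series matrix. In every alternative the correlations between stages stayed below those between treatment and control. For the level of these correlations the cause was not tested.

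The difference between T247 and control in position at the 4-cell stage was -0.00226 under quantile normalization. The PC3 share was 7.36% with unit variance. The PC3 difference kept its sign throughout. For T247 at the 1-cell stage it was 20.0 with normexp background correction, 24.2 with probes well above background, 29.6 with the mean of probes and 26.8 in the series matrix. For MGCD0103 at the 1-cell stage it was 27.9 with scaling to the 75th percentile, 13.7 with normexp background correction, 16.6 with probes well above background and 19.0 in the series matrix. For T247 at the 4-cell stage it was 37.0 with scaling to the 75th percentile, 12.8 with normexp background correction, 19.2 with probes well above background, 35.2 with no filter, 26.9 with the mean of probes and 22.2 in the series matrix. For the size of the PC3 difference the cause was not tested.

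The assignment of 2-cell clusters to groups depended on the ratio limit. With a ratio of 1.1 the common group held 0 upregulated genes and the MGCD0103 group 1765. With a ratio of 1.5 the common group held 2129 downregulated genes and the MGCD0103 group 0. With 4 clusters the T247 group held 0 upregulated genes. These shifts follow from whole clusters changing group. Among T247 DEGs the share of major ZGA genes was 2.29 points higher among downregulated than among upregulated genes with the fuzzy c-means class (Fisher's exact p = 0.139).

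For Arhgap11a, which has several probes, the LFC reversed with the probe taken. It was 1.30 for T247 and 1.48 for MGCD0103 at the 2-cell stage with normexp background correction, 0.37 and 0.58 with the mean of probes, and 1.48 and 1.701 when all 39 arrays were fitted. The 3 probes of this gene point in different directions, which accounts for the reversals.

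The gene families changed most with the filter. With no filter the median LFC of the olfactory receptor genes reversed to -0.19 for T247 and -0.22 for MGCD0103 at the 1-cell stage, -0.21 and -0.0933 at the 2-cell stage, -0.21 for T247 at the 4-cell stage, and -0.19 and -0.14 for both HDACi pooled. With probes well above background camera called these genes for MGCD0103 at the 1-cell stage (median LFC 0.34) and the H2 class I genes for MGCD0103 at the 2-cell stage (0.37). Fry called the H2 class I genes at the 1-cell stage for T247 (0.22), MGCD0103 (0.00192) and both HDACi pooled (0.0380) and for MGCD0103 at the 2-cell stage (0.30), and the olfactory receptor genes for MGCD0103 at the 1-cell stage (0.24). Camera with an estimated correlation lost its calls of the olfactory receptor genes for MGCD0103 at the 2-cell stage (0.24), T247 at the 4-cell stage (0.37) and both HDACi pooled at the 1-cell stage (0.25), and of the H2 class I genes for both HDACi pooled at the 2-cell stage (0.23). For the families the cause was not tested.

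Counts of probes outside the detection filter rose when detection was defined less strictly. With a positive and significant signal in place of one well above background, 635 probes were on and 142 off for T247 and 518 on and 93 off for MGCD0103 at the 1-cell stage. Of the 2-cell probes 265 were off for T247 and 286 off for MGCD0103, and at the 4-cell stage 839 were on and 94 off for T247. When 2 of 3 arrays sufficed, 346 were on and 18 off for T247 and 282 on and 18 off for MGCD0103 at the 1-cell stage. Of the 2-cell probes 710 were on and 355 off for T247 and 696 on and 478 off for MGCD0103, and at the 4-cell stage 535 were on and 88 off for T247.

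Leaving out 1 replicate at a time moved these results. MGCD0103 against T247 ranged from 24 (without MGCD0103 replicate 2) to 34 DEGs at the 1-cell stage and from 647 (without T247 replicate 1) to 1088 at the 2-cell stage. The stage interaction ranged from 2412 (without 2-cell control replicate 2) to 4876 (without 2-cell control replicate 1) for T247 and from 2565 to 5485 for MGCD0103 with the same replicates left out. The share of upregulated T247 DEGs at the 2-cell stage ranged from 28.2% (without 2-cell control replicate 1) to 45.7% (without replicate 2). The LFC of Arhgap11a ranged from -1.74 (without 2-cell control replicate 1) to 1.18 (without replicate 3) for T247 and from -1.65 to 1.39 for MGCD0103 with the same replicates left out, and that of Piezo2 for T247 from -1.60 (without 2-cell control replicate 3) to 7.32 (without 2-cell control replicate 1), where the negative value came from a filled-in signal. The correlation of the 1-cell and 4-cell controls ranged from 0.620 to 0.6306, which does not reach the value from all arrays since the filter, the fill-in and the normalization were redone each time. The T247 difference in position at the 4-cell stage ranged from -0.0252 to -0.00963. The PC3 difference ranged from 73.9 (without 2-cell control replicate 2) to 134.9 (without 2-cell control replicate 1) for MGCD0103 at the 2-cell stage and from 20.0 to 29.2 for T247 at the 4-cell stage.

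With 2-cell control replicates left out, the common group ranged from 0 (without replicate 1) to 1462 upregulated genes (without replicate 3) and from 0 to 2025 downregulated genes (without replicate 1). The MGCD0103 group ranged from 547 to 1907 upregulated genes and from 1285 to 1760 downregulated genes, with the highest of both numbers without replicate 1. The T247 group ranged from 0 (without replicate 2) to 770 upregulated genes and from 560 to 1198 downregulated genes. The gap in major ZGA genes among T247 DEGs ranged from 0.537 points without replicate 2 to 19.3 points without replicate 1. For the effect of single 2-cell control replicates on the groups the cause was not tested.

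Signal over background limits these results most among dim probes, since between 44.4 and 58.3% of the signals on an array were well above background.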

Differences from the paper's values

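No test in this part was chosen after its result was seen. Counts, correlations and LFCs are on the scales that the paper uses. A count or p-value was taken to differ when one value was more than 1.5 times the other, and a correlation when the values lay apart by more than the SD over pairs of arrays, and by at least 0.005. An LFC was taken to differ when the signs were opposite or the values lay apart by more than the larger of the replicate SD and the paper's own error.

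The paper reports 677 DEGs for T247 at the 1-cell stage, and 1046 were found here. The paper's supplement implies about 11961 tests for this comparison, whereas 15992 genes were tested here. The counts therefore come from gene sets of different size, and how far this explains the difference was not tested. Of 17 alternatives set before the data were examined, 8 did not differ from the paper's value: quantile normalization, scaling to the 75th percentile, the processed signal as given, the well above background filter, the mean of probes, the series matrix, all 39 arrays and the slide as a random block. The other alternatives differed, and with 1 replicate left out 5 of 6 fits did not differ.

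For the correlation between stages, the paper's lowest value is 0.53, and 0.631 was found here between the 1-cell and 4-cell controls. The series matrix, at 0.526, was the only one of 9 alternatives that did not differ. The paper's highest value is 0.70, and 0.835 was found here between the 1-cell and 2-cell controls, where none of the 9 alternatives came within error. For treatment against control, the lowest correlation in the paper's text is 0.97, and 0.928 was found here for MGCD0103 at the 2-cell stage, again with none of the 9 alternatives within error. In Fig. 2a, read by eye, the paper's value for this group is about 0.94, which did not differ from 0.928. Its value for T247 at the 2-cell stage is about 0.95 in that figure, against 0.941 here. Quantile normalization and normexp background correction did not differ from it and the other 7 alternatives did.

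In the 2-cell clusters, the paper's common group has 828 downregulated genes with 86 major ZGA genes, against 0 and 0 here. None of quantile normalization, scaling to the 75th percentile and the series matrix came within 1.5 times of either number. The number of downregulated genes was also 0 with a ratio limit of 1.1 and with 4 or 6 clusters, and 2129 with a limit of 1.5, and their major ZGA genes were not counted under these settings. The other definitions of the class leave the number of genes unchanged, and 1 of 3 fits with a 2-cell control replicate left out did not differ in the number of downregulated genes. The paper's MGCD0103 group has 381 upregulated genes, against 639 here. Of the alternatives only the series matrix did not differ, and 1 of 3 fits with a 2-cell control replicate left out did not differ either. For its downregulated major ZGA genes the paper's number is 545, against 882 here. A class with a rise of at least 2 and scaling to the 75th percentile did not differ, nor did 2 of 3 fits with a replicate left out. The paper's Fisher's exact p for this group is 1.09e-40, against 2.04e-115 here, with none of the alternatives near it. For the common and MGCD0103 groups together, the paper counts 1132 upregulated genes, against 1765 here, and only the series matrix did not differ. The paper's 951 and 381 upregulated genes of the 2 groups do not add up to 1132, and 1765 is within 1.5 times their sum. The paper's Fisher's exact p for these groups is 9.83e-34, against 3.87e-143 here, with none of the alternatives near it. For MGCD0103 at the 2-cell stage the paper's supplement implies about 11961 tests, against 15992 genes here. Group sizes and p-values therefore come from gene sets of different size, and how far this moved them was not tested.

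Of 82 LFCs of single genes compared with the paper's supplement, 3 differed, all of Sec24d, and 81 had the same sign. For Sec24d, the paper's LFC is 2.85 for T247 and 2.45 for MGCD0103 at the 1-cell stage, against -0.18 and 0.11 here. At the 2-cell stage the paper's LFC for T247 is 2.96, against 0.90 here. None of 17 alternatives came within error of the paper's value in these 3 comparisons. For MGCD0103 at the 2-cell stage the paper's LFC of Sec24d is 2.38, against 1.38 here, which did not differ by the rule above.

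Some calls for single genes went against the paper's statements. The paper lists 1700063H04Rik as upregulated by both HDACi, and here its LFC of 1.29 for MGCD0103 had an adjusted p of 0.0977 (limma), while the fit to the arrays of the stage alone, the fit to all 39 arrays and array weights called it. The paper describes the absence of major ZGA genes from the T247 group, and here 49 of 1166 downregulated and 138 of 487 upregulated genes of that group belonged to the class. This was not stable, since the series matrix gave 2 of 482 downregulated genes and no upregulated gene in the group, and the fit without 2-cell control replicate 3 gave 12 of 572 and none. Other settings kept major ZGA genes in the group. Scaling to the 75th percentile gave 143 of 325 upregulated genes, quantile normalization 207 of 754 and the fit without replicate 1 141 of 770. The fit without replicate 2 gave 106 of 1198 downregulated genes and no upregulated gene. The paper finds no difference between up- and downregulated major ZGA genes in the common group, and here the series matrix gave shares of 341 of 1358 downregulated and 73 of 771 upregulated genes and scaling to the 75th percentile 433 of 1629 and 231 of 1430. Without 2-cell control replicate 3 the shares were 15.1% and 16.9% (Fisher's exact p = 0.230), which is no difference, as in the paper.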

Other observations

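The tests in this part were chosen before the results they measure were seen, except that the counting of simulated data sets with no DEG on one side was settled after a first set of simulations had been seen.

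For each HDACi and stage, only the real split of the 6 arrays, 1 of 10, gave as many DEGs. This held for T247 and MGCD0103 at the 1-cell and 2-cell stages, for T247 at the 4-cell stage and for MGCD0103 against T247 at both stages, and because 3 arrays against 3 have only 10 splits, the splits alone cannot exclude chance. The other splits gave at most 4 and 1 DEGs for T247 and MGCD0103 at the 1-cell stage, 1743 and 2357 at the 2-cell stage and 13 for T247 at the 4-cell stage. With both HDACi pooled, limma gave 808 DEGs at the 1-cell stage and 3868 at the 2-cell stage. Here the real split was 1 of 84 at either stage, so chance was excluded, and the other splits gave at most 362 and 3009 DEGs. A slide difference is not excluded by these counts.

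Among the control arrays, replicate 1 of the 2-cell stage lay apart from replicates 2 and 3. Across genes, the SD of its deviation from them was 1.09, against 0.344 to 0.543 at the other 7 control stages. The slide of replicate 1 was argued against, since the deviations of replicate 1 at the 7 other stages, on the same slide, correlated with it at a median of only 0.0553 (range 0.00959 to 0.0803). An earlier developmental time of this sample had the values that it needs, because the deviation correlated at -0.515 with the difference between the 4-cell and 1-cell controls. Without replicate 1 limma called 5196 DEGs for T247 and 5854 for MGCD0103 at the 2-cell stage. The deviation correlated at 0.739 with the 2-cell MGCD0103 LFC computed from control replicates 2 and 3, and at 0.599 with that of T247. Both sides of these correlations use replicates 2 and 3, so they cannot tell whether the sample was mislabelled. A mislabelled sample was not tested.

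A shift along normal developmental time was tested as an explanation of the DEGs at the 2-cell stage. The pooled LFC correlated across genes at -0.285 with the difference between the 4-cell and 1-cell controls, between the limits set in advance for a decision, so that the question stays open. The correlation was -0.116 for T247 and -0.413 for MGCD0103.

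The excess of upregulated DEGs at the 1-cell stage was tested against 2 technical explanations. Filled-in values were argued against, since among genes without any the lowest share was 91.3% up. The normalization was left open, since the lowest share under quantile normalization, scaling to the 75th percentile and the series matrix was 66.5% up.

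Control arrays used in both comparisons, without any effect of either HDACi, did not give as many DEGs shared between T247 and MGCD0103. The simulations held no treatment effect, so they cannot tell how far shared controls raised the overlap of 2 real effects. In 0 of 100 simulations of unchanged groups as many were shared at the 1-cell stage. At the 2-cell stage it was also 0 of 100, and the highest number was 1157. The simulation with 1157 shared DEGs called 935 genes down and 522 up for MGCD0103 and 940 and 534 for T247. The shared part was thus larger than the observed 70.9% for T247 and 64.0% for MGCD0103. The shared percentage at the 2-cell stage therefore says nothing about a common response. The simulated correlation of LFCs at the 2-cell stage had a median of 0.851 and a maximum of 0.944, so the observed correlation at that stage says nothing about a common response.

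The 2-cell control arrays entered both the class of major ZGA genes and the DEGs. In 14 of 100 simulations without an effect, the share of the class among downregulated MGCD0103 genes exceeded that among upregulated genes by at least as many points as observed. Only 26 simulations had calls in both directions, and their median gap was 66.6 points. With an empty side counted as 0, 15 simulations reached the observed gap. For T247, 25 simulations had calls in both directions, and 13 of these reached its observed gap. The control arrays alone could therefore give a gap of this size, and Fisher's exact test does not allow for it. No such simulation was run for a class defined without 2-cell arrays.

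The changes at different stages overlapped in part. T247 called 495 genes at both the 1-cell and 2-cell stages, of which 457 changed in the same direction. MGCD0103 called 387 genes at both, of which 349 changed in the same direction. T247 called 449 genes at the 1-cell and 4-cell stages (423 in the same direction) and 824 at the 2-cell and 4-cell stages (680 in the same direction).

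The 203 measured olfactory receptor genes had a median LFC of 0.35 for T247 and 0.24 for MGCD0103 at the 1-cell stage, 0.20 and 0.24 at the 2-cell stage and 0.37 for T247 at the 4-cell stage. These medians turned negative when the detection filter was dropped.

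Stat3 was not called in any comparison, with LFCs of -0.36 and -0.30 at the 1-cell stage, 0.02 and 0.54 at the 2-cell stage and 0.21 for T247 at the 4-cell stage. A second probe of Stat3 gave 0.18 and 0.13 at the 1-cell stage, 0.84 and 1.27 at the 2-cell stage and 0.69 at the 4-cell stage. The paper names STAT3 as a predicted regulator, which these mRNA values do not test. Of the genes with the largest changes, Neurl2 rose at least 5.93-fold with T247 and at least 4.35-fold with MGCD0103 at the 1-cell stage. At that stage Prph2 rose at least 7.21-fold with T247 and Sppl2c at least 7.81-fold with MGCD0103, and no control array measured these 3 genes well above background. Slc35g2 rose at least 39.9-fold and Eid2 fell at least 40.9-fold with MGCD0103 at the 2-cell stage. Piezo2 rose at least 18.4-fold with T247 at the 2-cell stage, where 1 control array measured it well above background. Without control replicate 3 its LFC was -1.60, because the signal of replicate 2, which was not detected, was then filled in at 13.6 instead of 2.59, so this value says nothing about its direction. No fold change was given for A630072L19Rik, Klf8 and Reg2 at the 1-cell stage or for Postn and Satl1 at the 4-cell stage, because too few control arrays measured them well above background.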
